# The GATA transcription factor GtaC regulates early developmental gene expression dynamics in *Dictyostelium*

**DOI:** 10.1038/ncomms8551

**Published:** 2015-07-06

**Authors:** Balaji Santhanam, Huaqing Cai, Peter N. Devreotes, Gad Shaulsky, Mariko Katoh-Kurasawa

## Abstract

In many systems, including the social amoeba *Dictyostelium discoideum*, development is often marked by dynamic morphological and transcriptional changes orchestrated by key transcription factors. However, efforts to examine sequential genome-wide changes of gene regulation in developmental processes have been fairly limited. Here we report the developmental regulatory dynamics of GtaC, a GATA-type zinc-finger transcription factor, through the analyses of serial ChIP- and RNA-sequencing data. GtaC is essential for developmental progression, decoding extracellular cAMP pulses during early development and may play a role in mediating cell-type differentiation at later stages. We find that GtaC exhibits temporally distinctive DNA-binding patterns concordant with each developmental stage. We identify direct GtaC targets and observe cotemporaneous GtaC-binding and developmental expression regulation. Our results suggest that GtaC regulates multiple physiological processes as *Dictyostelium* transitions from a group of unicellular amoebae to an integrated multicellular organism.

## Abstract (web summary)

Development involves dynamic transcriptional changes. By serial ChIP- and RNA-sequencing, here, the authors show that GtaC, a GATA type transcription factor, exhibits temporally distinctive DNA binding and regulation of gene expression concordant with the development in the social amoeba *Dictyostelium discoideum*.

Development involves the sequential execution of molecular events achieved by gene-regulatory networks^1^,^2^ that underlie precise changes in spatiotemporal gene expression patterns^3^,^4^,^5^. Gene-regulatory networks are important biological control systems in which several input and feedback signals are processed to render optimal cellular responses, often by altering overall cellular physiology^1^. Gene expression regulation is mediated through specific interactions between transcription factors (TFs) and *cis*-regulatory DNA elements. Chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) is widely used to assay *in vivo* TF–DNA interactions. This approach provides a genome-wide view of TF-binding preferences, making the discovery of functional *cis*-regulatory DNA elements possible^6^. Genetic perturbation of TFs followed by quantitative measurements of global transcriptional profiles offer another dimension in understanding gene regulation by TFs. Analysing binding preferences of TFs, transcriptome profiling coupled with specific genetic perturbations and finally integrating these binding and transcriptome data aid in providing a comprehensive view of functional regulatory relationships between TFs and their direct targets^7^.

Transcriptional changes accompanying *Dictyostelium* development have been well documented^8^ and efforts have been made to ascertain the developmental roles of several TFs^9^, including GbfA (G-box binding factor A)^10^, STATa (signal transducers and activators of transcription a)^11^, SrfA (MADS-box containing serum response factor A)^12^ and CudA (culmination defective A)^13^. Upon starvation, unicellular *D. discoideum* amoebae initiate a developmental programme and organize into multicellular structures by aggregating in response to 3′-5′-cyclic adenosine monophosphate (cAMP) waves that propagate through the field of cells. After aggregation, cell-type differentiation occurs accompanied by dynamic morphological changes and the developmental process ends in the formation of fruiting bodies consisting of two major cell types—spores and stalks^14^,^15^. *D. purpureum* is an evolutionarily distant dictyostelid species whose developmental morphology is strikingly similar to that of *D. discoideum*. Both species use cAMP as a chemoattractant and their developmental transcriptomes are remarkably conserved^8^,^16^,^17^. One of the conserved transcripts is of *gtaC*, which is abundant in both *D. discoideum* and *D. purpureum* during cAMP-mediated aggregation and encodes a GATA-type TF^8^.

GtaC is a key regulator that decodes extracellular cAMP pulses and establishes downstream signalling pathways, ensuring timely development. During early development, GtaC shuttles between the nucleus and cytoplasm in response to, and out-of-phase with, extracellular cAMP pulses. Cells lacking *gtaC* are defective in aggregation and in morphological and transcriptional progression. Ectopic expression of GtaC fused with green fluorescent protein (GtaC-GFP) in the *gtaC*-null (knockout, KO) strain complements these defects. The expression of a mutated GtaC, in which all four cysteine residues of the zinc-finger domain were substituted with serine residues, does not complement the developmental defects of the KO strain^18^. GtaC may also play a role in cell differentiation during later stages of development^19^. Curiously, *gtaC* transcript abundance increases twice during development. Once during early aggregation and once starting at late aggregation and continuing through the end of development (dictyExpress (http://dictyexpress.biolab.si/)). This observation is broadly consistent with the early and late phenotypes of the *gtaC*-mutant strains^18^,^19^. The possible dependence between the early and late phenotypic manifestations of *gtaC* has not been examined yet.

*Dictyostelium* development is accompanied by sweeping changes in gene expression^8^,^9^, but the regulatory events that mediate these changes are not well understood^20^,^21^. Defects in *gtaC* manifest as an early developmental phenotype^18^, making it an ideal candidate to begin elucidating the *Dictyostelium* developmental gene-regulatory network. In this study, we analyse sequential genomic occupancy data of the wild-type (WT) and cysteine-substituted (CS) forms of GtaC using ChIP-seq to explore the developmental roles of GtaC further. At contemporaneous developmental stages, we also analyse serial transcriptional profiles using RNA sequencing (RNA-seq). By integrating these binding and transcriptome data, we identify GtaC target genes. We find that GtaC targets include developmentally essential TFs and genes involved in cAMP signalling during early development and those relating to cell-type specification at later stages. Our results suggest that GtaC regulates early development by controlling different physiological processes concordant with developmental progression in *Dictyostelium*.

## Results

### Temporal regulation of GtaC–DNA interactions

GtaC is essential for early development in *D. discoideum* and its nuclear localization is regulated by pulsatile cAMP signals during aggregation^18^. To examine the association of GtaC with genomic DNA, we performed ChIP-seq using the CM strain, in which ectopic expression of GtaC-GFP complements the *gtaC*-null mutation, and used the GFP-expressing KO strain as a negative control to exclude potential binding by GFP (Supplementary Fig. 1a, Supplementary Table 1). 

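The ChIP-seq data analysed here came from 7 samples, each an immunoprecipitation with anti-GFP antibodies followed by sequencing. In 5 of them the cells were CM, which lack the native gtaC and express GtaC fused to green fluorescent protein, and in 2 they were CS, which express GtaC C-S in its place. The sample labels give developmental times of 1, 3 and 9 h for CM, mapped to the S, E and L stages of the paper, and 3 and 9 h for CS. The titles of the CM samples give times of 2, 4 and 10 h, and the times of the other label fields were used. At 1 and 3 h there were 2 CM samples each, 1 with GFP at the N terminus of GtaC and 1 with GFP at the C terminus. CM at 9 h and both CS samples were single samples with N-terminal GFP, so differences between stages or strains have no replicate check there. For each sample the authors deposited 1 value per window of 200 bp, placed at steps of 100 bp along chromosomes 1 to 6. The value was the log2 enrichment of read coverage, scaled by mapped reads, over the GFP-expressing KO control of the same stage, and it was 0 where no peak was called. The genome build was not stated with these values. The list held 5338 windows shared by all samples, and every value other than 0 was above 4-fold, so the peak calling of the authors is already in the values. Read numbers per sample were not used here, so the depth behind each window is unknown. A window was taken as bound at a stage when its enrichment exceeded 4-fold in any sample of that stage, and windows of GtaC C-S and GtaC, and of the 2 positions of GFP, were matched when they overlapped by at least 1 bp. The stages of one protein were matched by the same window, as was binding required with both positions of GFP. Windows were counted in place of genes, because gene positions were not used here, and adjoining windows can belong to the same peak. Percentages carry 95% Wilson confidence intervals, which cover counting error only.

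**Figure D1:**
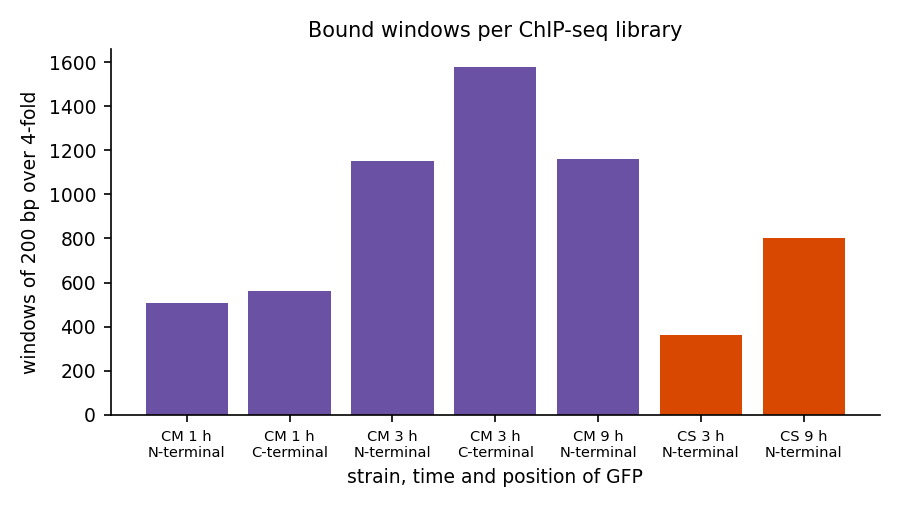
Number of 200-bp windows over 4-fold enrichment in each of the 7 ChIP-seq libraries, by strain, time and position of GFP (purple, CM; orange, CS). The CM libraries had 506 and 563 windows at 1 h, 1152 and 1579 at 3 h and 1161 at 9 h, and the CS libraries had 364 at 3 h and 803 at 9 h.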

We developed the cells and collected samples during initial starvation (S), early aggregation (E)—as waves of cAMP are observed— and late aggregation (L)—as the cAMP concentration increases. We identified 2,091 genes whose promoter regions were bound by GtaC (greater than fourfold enrichment in coverage between sample and control ChIP-seq experiments) at any of the three time points (Supplementary Fig. 1b), more than 70% of which were bound at early aggregation (clusters ii, iii and iv in Fig. 1a, Supplementary Table 2). 

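Of the 2868 windows bound by GtaC at any stage, 730 were bound at S, 1852 at E and 1161 at L. The windows bound at E were 64.6% of the total (95% Wilson confidence interval 62.8 to 66.3). When a window had to be bound with both the N-terminal and the C-terminal GFP at S and at E, this share fell to 45.1%, the largest move among the settings tried. The N-terminal GFP samples had 506 windows at 1 h and 1152 at 3 h, and the C-terminal GFP samples had 563 and 1579. At 1 h, 383 of the 506 N-terminal windows (75.7%) overlapped a C-terminal window. At 3 h, 1003 of 1152 did (87.1%). Across the windows bound in both samples, the Spearman correlation of their log2 enrichments was 0.906 at 1 h and 0.887 at 3 h. These are correlations across windows, which are not independent replicates. The median log2 enrichment of bound windows was 3.73 and 3.88 at 1 h (N-terminal and C-terminal GFP), 3.35 and 3.43 at 3 h and 4.23 at 9 h. The most enriched window at 1 h lay on chromosome 3 from 2104201 to 2104401 with either position of GFP, with log2 enrichments of 6.17 and 6.19. The most enriched window at 9 h also lay on chromosome 3, from 2322601 to 2322801, with a log2 enrichment of 8.21. The enrichment of a window was above 8-fold in 420 and 476 windows at 1 h, 831 and 1193 at 3 h and 1064 at 9 h.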

A representative example is shown in Fig. 1b, wherein the upstream regions of the *cupF* and *DDB_G0289831* loci were associated with GtaC during starvation-sensing and early aggregation, but not during late aggregation. We found 462 genes, including *dcsA* (Fig. 1c), which were bound by GtaC only during late aggregation (cluster v in Fig. 1a). 

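Among the 1161 windows bound by GtaC at L, 800 were bound at no other stage in the same window. They made up 68.9% of the L windows (95% Wilson confidence interval 66.2 to 71.5) and 27.9% of all windows bound by GtaC (26.3 to 29.6). L was measured in 1 sample, with N-terminal GFP. When stages were matched by an overlap of at least 1 bp, chosen after seeing the data, 405 L windows (34.9%) overlapped a window bound at S or E and 756 (65.1%, 62.3 to 67.8) did not.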

In fact, more than 60% of the genes were bound only at one stage (clusters i, iii or v in Fig. 1a, Supplementary Table 2), indicating that GtaC exhibits highly dynamic DNA binding throughout early development. 

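A single stage accounted for 2144 of the 2868 windows bound by GtaC, or 74.8% (95% Wilson confidence interval 73.1 to 76.3), when stages were matched by the same window. They comprised 195 windows bound at S only, 1149 at E only and 800 at L only. S and E shared 514 windows, S and L shared 172, and E and L shared 340, with 151 windows bound at all 3 stages. The share bound at 1 stage was 81.5% when windows had to be bound with both positions of GFP at S and E. It was 78.1% when only enrichments above 8-fold counted. Merging overlapping or touching windows into 1909 regions gave 69.0%, an alternative chosen after seeing the data. Matching the stages by an overlap of at least 1 bp, also chosen after seeing the data, gave 63.0%, the largest move among the settings tried. From the share bound at a single stage, counted over genes, the paper concludes that GtaC binds DNA in a highly dynamic way through early development.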

Two central components of the cAMP signalling apparatus—the early adenylyl cyclase gene *acaA* and the early cAMP-receptor gene *carA*, both of which utilize alternative promoters^22^,^23^, were bound by GtaC at all three stages (cluster iv in Fig. 1a). The temporal GtaC-binding patterns were consistent with both the promoter usage and developmental regulation previously observed in these genes (Supplementary Fig. 2)^22^,^23^. Overall, these results support the hypothesis that GtaC mediates cAMP signalling in this system^18^ by regulating the expression of cAMP-related genes.

### GtaC–DNA binding

GtaC is a member of the GATA TF family. It contains a Cys_2_–Cys_2_-type IV zinc-finger domain that mediates DNA binding with a zinc ion^24^,^25^. The CS strain carries a mutated form of GtaC in which all four cysteine residues (C4) of the zinc-finger domain were substituted with serine residues (GtaC^C-S^). Expression of GtaC^C-S^-GFP in the KO strain does not complement the defects in aggregation and morphological progression (Supplementary Table 1)^18^. We expected that this mutant form of GtaC would lack DNA binding. 

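ChIP-seq of CS cells found 931 windows bound by GtaC C-S, 364 at E and 803 at L, with 236 bound at both stages. CM cells had 2868 windows bound by GtaC, and 869 of them (30.3%, 95% Wilson confidence interval 28.7 to 32.0) overlapped a window bound by GtaC C-S at either stage. Within a stage the overlap was smaller. At E, 386 of the 1852 GtaC windows (20.8%, 19.1 to 22.8) overlapped a GtaC C-S window of the same stage, and at L 163 of 1161 did (14.0%, 12.2 to 16.2). A window without GtaC C-S enrichment is one where no peak over 4-fold was called in a single library, and the depth of that library is unknown. The median log2 enrichment of bound windows was 2.95 in CS at 3 h and 3.85 at 9 h.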

To test this hypothesis, we performed ChIP-seq in the CS strain and found that most of the genes bound by GtaC showed no detectable GtaC^C-S^ binding. For example, the upstream regions of the cAMP-receptor gene *carC* were occupied by GtaC, but not by GtaC^C-S^, at late aggregation (Fig. 2a). Surprisingly, we identified 678 genes that showed GtaC^C-S^ binding in their promoter regions (Supplementary Table 2, Supplementary Fig. 1c), most of which (84%) were also bound by GtaC. These results suggest that the zinc-finger C4 mutation changed the propensity but did not completely abolish the ability of GtaC to bind DNA.

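Of the 931 windows bound by GtaC C-S at E or L, 770 overlapped a window bound by GtaC at any stage, or 82.7% (95% Wilson confidence interval 80.1 to 85.0). For comparison, 62.8% of all 5338 windows in the list overlapped a GtaC window. The list includes the GtaC windows themselves, so this share is not a chance level. When matching required the same window in place of an overlap of at least 1 bp, an alternative chosen after seeing the data, the share was 69.0%. It was 65.5% when GtaC windows at S and E had to be bound with both positions of GFP. The most enriched GtaC C-S windows lay on chromosome 4 from 3470601 to 3470801 at 3 h, with a log2 enrichment of 4.38, and on chromosome 5 from 2999801 to 3000001 at 9 h, with 7.01. From GtaC C-S binding in promoters, most of which GtaC also bound, the paper proposes that the cysteine substitutions changed the tendency of GtaC to bind DNA without abolishing it.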

To assess the specificity of these interactions, we searched for positional and temporal concordance between GtaC^C-S^- and GtaC-binding events. 

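Overlapping or touching windows were merged into regions to compare binding positions, and the most enriched window of each region was taken as its summit. At E there were 289 GtaC C-S regions, and 124 of them (42.9%, 95% Wilson confidence interval 37.3 to 48.7) had a GtaC summit at E in the very same window. A GtaC summit lay within 100 bp for 65.7% (60.1 to 71.0) and within 200 bp for 74.0% (68.7 to 78.8). At L there were 554 GtaC C-S regions, of which 14.3% (11.6 to 17.4) shared their summit with GtaC at L and 21.5% (18.3 to 25.1) had one within 200 bp. Positions are resolved only to the 100-bp step of the windows. The merging of windows into regions was chosen after seeing the data.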

The binding positions of GtaC^C-S^ and GtaC were remarkably similar in most promoter regions (Supplementary Fig. 3a; top panel), suggesting that GtaC^C-S^- DNA binding represents a mode of normal GtaC–DNA interactions that are independent of the C4 residues in the zinc-finger domain. 

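At E, 279 of the 364 windows bound by GtaC C-S overlapped a window bound by GtaC at the same stage, or 76.6% (95% Wilson confidence interval 72.0 to 80.7). At L, 202 of 803 did, or 25.2% (22.3 to 28.3). These intervals do not overlap, but each stage rests on 1 CS library. Of all 5338 windows in the list, 43.1% overlapped a GtaC window at E and 26.9% one at L. These shares count the GtaC windows themselves, so they are not chance levels, and an overlap near them is not shown to be random. Most GtaC C-S windows at L lay where GtaC was bound at the earlier stage, since 601 of the 803 (74.8%, 71.7 to 77.7) overlapped a GtaC window at E. With matching by the same window, chosen after seeing the data, the overlaps were 64.0% at E and 16.8% at L.

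**Figure D2:**
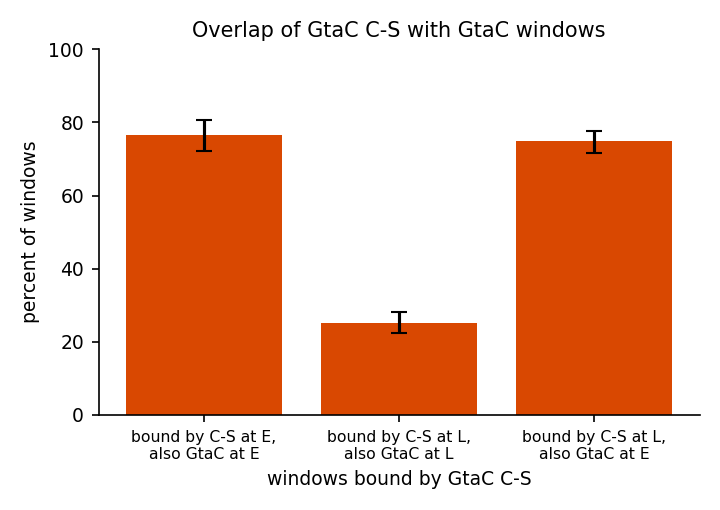
Percent of the windows bound by GtaC C-S at E (364) or L (803) that overlapped a window bound by GtaC. Bars are percentages and whiskers are 95% Wilson confidence intervals. The overlap was 76.6% within E, 25.2% within L, and 74.8% between GtaC C-S at L and GtaC at E.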

The extent of overlap between GtaC^C-S^- and GtaC–DNA binding was high during early aggregation (83%) but lower during late aggregation (36%; Supplementary Table 2). In fact, most of the genes bound by both GtaC^C-S^ and GtaC at the earlier time point were bound by only GtaC^C-S^ at the later time point (Supplementary Fig. 3a; bottom panel). 

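The 279 GtaC C-S windows that overlapped a GtaC window at E were followed to L. At L, 150 of them (53.8%, 95% Wilson confidence interval 47.9 to 59.5) overlapped only a GtaC C-S window. Another 83 (29.7%, 24.7 to 35.4) overlapped windows of both proteins, 11 (3.94%, 2.22 to 6.92) only a GtaC window and 35 (12.5%, 9.16 to 17.0) neither. From the drop in shared binding between the stages, the paper relates this pattern to the lack of developmental progression in CS and proposes that GtaC C-S might misregulate its target genes.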

A representative example is shown in Fig. 2b, where the upstream region of the *psiH* locus exhibited GtaC-binding at early aggregation but not at late aggregation, whereas GtaC^C-S^ was bound at both times. These results are consistent with the lack of further developmental progression observed in the CS strain and also suggest that GtaC^C-S^ might misregulate its target genes.

To investigate GtaC-binding specificity, we searched for over-represented, short DNA sequences in genomic regions associated with GtaC- or GtaC^C-S^ peaks. We found enrichment for a GATA-like motif only in regions bound by the WT GtaC (Fig. 2c, Supplementary Fig. 3b).

### GtaC regulates developmental gene expression

To test whether GtaC-binding events were accompanied by gene expression changes, we used our published RNA-seq data of WT, CM and KO strains^18^ and added a few data sets. We first obtained the developmental transcriptome of the CS strain. Since we observed GtaC binding at the late aggregation stage, we also obtained the transcriptomes of all the strains at this stage (Supplementary Data 1, Supplementary Fig. 4). 

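The RNA-seq data analysed here comprised 16 samples, with 2 biological replicates of each group. WT, CM, KO and CS were sampled at 8 h, which the paper counts as late aggregation, and CS was also sampled at 0, 1, 2 and 5 h. The sample titles give times that are later by 1 h, such as 9 h in place of 8 h, and the times of the other labels and of the paper were used. For each sample the authors deposited raw read counts for 12435 genes and the same counts normalized to RPKM (reads per kilobase of gene, scaled by the reads counted in the sample). RPKM computed from the counts differed from the deposited values by at most 2.9e-07 of the value. The counts summed to 8669967 and 6533830 in the WT replicates, 5622333 and 9414590 in KO, and 4777409 and 6821969 in CM. In CS they summed to 3894500 and 6307415 at 8 h. The 8 CS samples of the earlier times had totals between 4039402 and 7747817. With these totals, the smallest expression the depth can show (3 counts) was between 0.319 and 0.770 CPM (counts scaled to the same total in every sample). The 10 most abundant genes of each sample took 4.99 to 9.04% of its counts. Every replicate pair differed by more than sampling noise, which argues against 1 library entered more than once. The chi-square statistic per degree of freedom was lowest, at 2.18, for CS at 8 h, where 1 label conflicts on the replicate number. It cannot exclude that 2 libraries came from 1 RNA sample.
The transcript of gtaC was examined first. Its RPKM was 44.3 and 58.6 in the WT replicates, 48.4 and 48.9 in KO, 1372 and 2150 in CM and 2791 and 2431 in CS at 8 h. The KO values came from 466 and 788 counts on gtaC. The log2 fold change over KO was 5.34 in CM (standard error 0.28, adjusted p = 4.0e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 5.79 in CS (0.16, adjusted p = 2.1e-06, edgeR). WT and KO were not distinguishable, with a log2 fold change of 0.13 (0.23, adjusted p = 0.673, edgeR) that was −0.13 without WT replicate 2.
Differential expression was tested on the raw counts with edgeR's quasi-likelihood test, after TMM normalization and the filterByExpr filter on low counts. Only the 4 samples of a comparison entered its fit, following the pairwise comparisons of the paper, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The replicate number was left out of the model, and fits with it as a block are given beside the results. On simulated counts with 200 changed genes, this test at 2 replicates per strain recovered 97.9% of the genes changed 4-fold and 50.0% of those changed 2-fold, with 4.61% of its calls false.

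**Figure D3:**
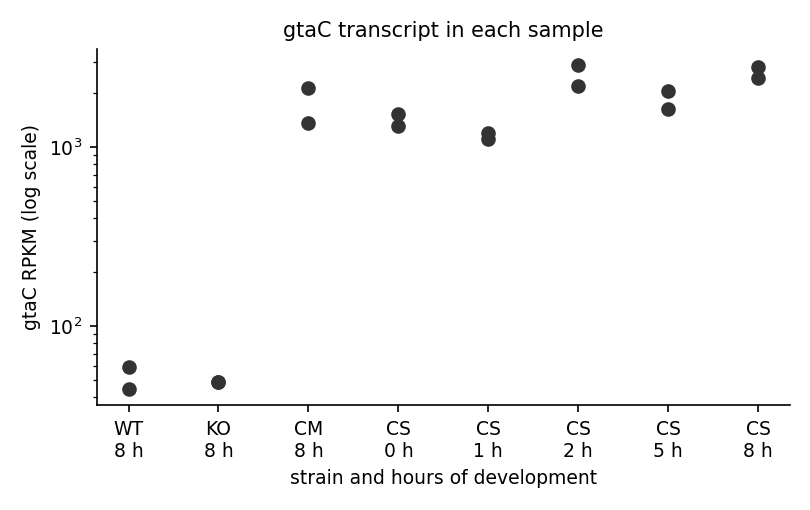
RPKM of gtaC (log axis) in each of the 16 RNA-seq samples, by strain and hours of development. Each point is 1 replicate. WT and KO at 8 h lie between 44.3 and 58.6, while CM at 8 h lies at 1372 and 2150.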

To visualize the differences among the transcriptomes, we used multidimensional scaling (MDS), which provides a low dimensional projection^26^ that best represents the relative distances between individual transcriptomes in their original higher dimensional space (Fig. 3a). 

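Distances between transcriptomes were computed as in the paper, as 1 minus the Spearman correlation (SC) of RPKM averaged over the 2 replicates. These are correlations across genes, which are not independent replicates. At 8 h the SC of CS and KO was 0.955, and it lay between 0.946 and 0.960 when 1 replicate of CS or KO was left out of the means. CS and WT had an SC of 0.784 at 8 h, CS and CM 0.755, KO and WT 0.853 and KO and CM 0.834. Restricting the genes to those that passed filterByExpr lowered the SC of CS and KO to 0.937, and every other setting moved it less. In classical MDS of the 16 samples, the first dimension held 96.6% of the variation and the second 1.21%. On the first dimension the CS replicates at 8 h lay at −0.0502 and −0.0440, the KO replicates at 0.0274 and 0.0140, WT at 0.162 and 0.200 and CM at 0.218 and 0.194.

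**Figure D4:**
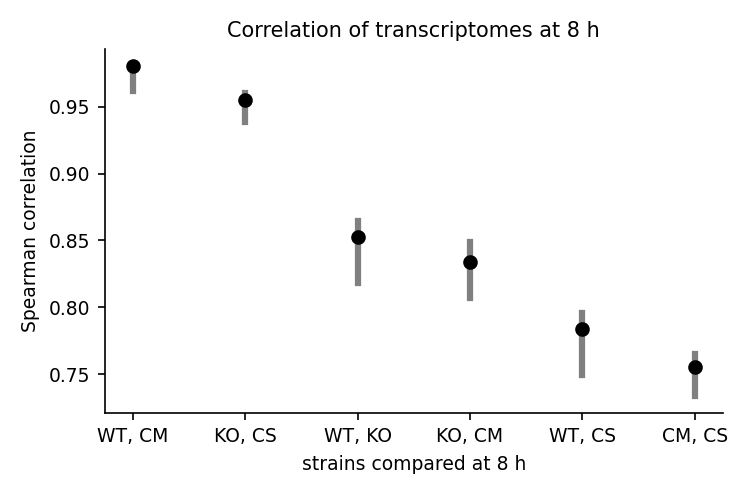
Spearman correlation between the transcriptomes of each pair of strains at 8 h. Points are correlations of replicate means and grey bars span the correlations of single replicates. The pairs order from WT and CM (0.981) and KO and CS (0.955) to CM and CS (0.755).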

We observed that the CS and KO transcriptomes clustered close together. 

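Among the transcriptomes analysed here, KO was represented at 8 h and CS at 5 times. The SC of KO at 8 h with CS was 0.876 at 0 h, 0.911 at 1 h, 0.910 at 2 h, 0.924 at 5 h and 0.955 at 8 h. Within CS, the SC of 0 h with the later times was 0.948 for 1 h, 0.955 for 2 h, 0.953 for 5 h and 0.941 for 8 h. The later times were closer to one another, with 0.986 between 1 and 2 h, 0.986 between 2 and 5 h and 0.981 between 5 and 8 h. It was 0.9805 between 1 and 5 h, 0.970 between 2 and 8 h and 0.965 between 1 and 8 h. The replicates of CS had an SC of 0.983 at 0 h, 0.982 at 1 h, 0.987 at 2 h, 0.988 at 5 h and 0.986 at 8 h. On single replicates, the SC was 0.940 to 0.944 between 0 and 1 h and 0.9792 to 0.9819 between 1 and 2 h, both below that of every replicate pair of CS (lowest 0.9821). It was 0.9781 to 0.9828 between 2 and 5 h, which reached above the lowest replicate pair, and 0.9745 to 0.9772 between 5 and 8 h. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 714 of 9097 genes differed between 1 and 2 h, 997 of 9296 between 2 and 5 h, 2723 of 9029 between 5 and 8 h, 2082 of 8929 between 1 and 5 h, 2882 of 9238 between 2 and 8 h and 3732 of 8870 between 1 and 8 h. Between 0 h and the later times, 3490 to 4984 genes differed.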

Interestingly, all the CS and KO developmental transcriptomes, other than at 0 h, clustered together with the 1- and 2-h transcriptomes of WT and CM strains at the starvation-sensing stage, indicating a lack of further transcriptional progression. These observations are consistent with the developmental arrest observed in both the KO and CS strains^18^ before the aggregation stage, which normally corresponds to the onset of cAMP signalling. They also indicate that, despite the presence of GtaC^C-S^ in the cells and its ability to bind DNA, the global developmental transcriptomes of the CS strain showed little difference from that of the KO. 

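At 8 h, 3819 of the 9217 genes tested between CS and KO (41.4%) differed at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 1881 were higher and 1938 lower in CS. The differences were smaller than those between CM and KO, where 5874 of 9529 genes differed. The median size of the log2 fold change among differing genes was 0.91 for CS and KO and 1.57 for CM and KO. At least a 2-fold difference was reached by 1610 of the CS genes and 4371 of the CM genes, and at least 4-fold by 382 and 2220. Requiring 2-fold moved the CS count most among the settings tried. With the replicate number as a block, the pairing being taken from the labels, 3800 genes differed between CS and KO. Same-numbered replicates deviated from their strain means with a correlation of −0.114, and a block with crossed numbers, chosen after seeing the data, gave 4413 genes. The largest increases in CS, apart from gtaC, were in DDB_G0278563 (log2 fold change 3.21) and DDB_G0290993 (2.30). The largest decreases were in DDB_G0284527 (−7.13), DDB_G0284529 (−6.82) and DDB_G0293816 (−6.62). From the closeness of CS and KO in MDS, the paper concludes that the transcriptomes of CS differed little from those of KO although GtaC C-S was present and bound DNA.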

The WT and CM transcriptomes were similar to one another at each of the time points. They exhibited clear temporal progression such that their transcriptomes at starvation-sensing (1 and 2 h) were closer to each other than to the transcriptomes at early aggregation (5 h) or late aggregation (8 h) stages. 

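At 8 h the SC of WT and CM was 0.981 on replicate means. On single replicates it was 0.962 to 0.975, against 0.971 between the WT replicates and 0.979 between the CM replicates. Of 9190 genes tested between CM and WT, 1 differed at an adjusted p under 0.05. It was gtaC, with a log2 fold change of 5.27 (standard error 0.32, adjusted p = 0.0225 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The unadjusted p was under 0.05 for 1185 genes, and 729 were at least 2-fold apart. The count of differing genes depended on the fit. It was 387 with DESeq2, 219 without the filter on low counts and 848 with all 16 samples in one fit, which share one estimate of the spread. With the replicate number of the labels as a block it stayed at 1. Same-numbered replicates had a correlation of −0.239 in their deviations from the strain means, and a block with crossed numbers, chosen after seeing the data, gave 288.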

Overall, these results suggest that the developmental consequences of carrying various forms of *gtaC* are accompanied and likely caused by overt transcriptional differences between the strains that express them.

We chose to focus on genes that exhibited developmentally regulated changes in their mRNA abundance within each strain over time and between strains at any time point. 

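Expression over the 5 time points of CS was tested in 10 samples with edgeR's quasi-likelihood test. Of 9303 genes tested, 5830 (62.7%) changed at an adjusted p under 0.05 and 37.3% did not. Of all 12435 genes listed, 53.1% had no change called. A change of at least 2-fold between the highest and lowest time point was called in 3578 genes, and 61.5% of the tested genes were then without a change. DESeq2's likelihood-ratio test called 4953 genes, and 6974 genes were called in at least 1 of the 10 pairwise comparisons of time points. With the replicate number as a block, the pairing being taken from the labels, 5677 genes changed. On simulated counts, 8.96% of the calls of the test over 5 time points were false. The correlation of same-numbered deviations between time points ranged from −0.326 to 0.282. KO was measured at 1 time here, so its changes over time were not analysed here. The paper reasons from the share of genes without developmental change that it matches the arrest of KO and CS, and proposes that most GtaC C-S binding has no direct role in gene expression.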

We found that a majority (∼70%) of the genes in KO and CS strains did not show any significant developmental changes in mRNA abundance, consistent with the lack of transcriptional and morphological progression in these strains (Fig. 3b)^18^. It is therefore likely that most GtaC^C-S^–DNA-binding events have no direct role in the regulation of gene expression. 

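At 8 h, 4733 of 9811 genes tested differed between WT and KO, 5874 of 9529 between CM and KO, 6285 of 9749 between WT and CS and 7110 of 9526 between CM and CS (adjusted p under 0.05 in edgeR's quasi-likelihood test). In all 4 comparisons and in the same direction, 3716 genes differed. They comprised 1968 genes higher and 1748 lower in WT and CM than in KO and CS. At least a 2-fold difference in each comparison was found for 2917 genes, 1482 higher and 1435 lower. These counts cover 8 h only and do not require regulation over time in WT and CM. With all 16 samples in one fit the count was 4640, the largest move among the settings tried. When the replicate number taken from the labels was a block, the 4 comparisons gave 4534, 5807, 6100 and 7255 genes, and 3623 were shared. The pairing check gave correlations of same-numbered replicates of −0.068, −0.057, 0.078 and 0.015. In a single comparison of the 4 samples of WT and CM with the 4 of KO and CS, 6121 of 9535 genes differed, 3046 higher and 3075 lower in WT and CM, and 5822 with the block. This comparison had no term for strain, so it took 2 replicates of each of 2 strains as 4 independent samples. On simulated counts, 8.08% of the calls of a comparison of 4 samples with 4 were false. The strains within a group did not differ in that simulation, so this share does not cover the error from pooling strains. With 2 samples against 2 and the block, 8.02% of the calls were false.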

We identified 1,188 genes that were differentially expressed between strains with normal (WT, CM) and aberrant (KO, CS) developmental progression and also developmentally regulated in both WT and CM strains. Using hierarchical clustering, we identified five broad clusters of genes that exhibited coordinated changes in their mRNA abundance over time (Fig. 3b). Genes in clusters i, ii and iii, appeared to be turned on at vegetative growth (V), starvation-sensing (S) or early aggregation (E) stages, respectively, but were turned off by the late aggregation (L) stage in both WT and CM strains (WT and CM in Fig. 3b). This downregulation was compromised in both KO and CS strains (KO and CS in Fig. 3b). 

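The 1748 genes lower in WT and CM than in KO and CS at 8 h had a median log2 fold change of −2.12 between CM and KO and −1.82 between WT and KO. Between 8 and 0 h of CS, the median log2 fold change of the same genes was 0.03. Over the 5 time points of CS, 1289 of them changed at an adjusted p under 0.05 from edgeR's quasi-likelihood test and 459 did not. The largest decreases in CM relative to KO were in DDB_G0284521 (log2 fold change −10.1), DDB_G0290885 (−8.17) and DDB_G0282121 (−7.33). The RPKM of DDB_G0284521 was 0 in both CM replicates, so its fold change depends on the prior count of the fit. DESeq2 gave −9.19 for it, and between WT and KO its log2 fold change was −4.76 (edgeR).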

Genes in clusters iv and v were upregulated at early (E) and late aggregation (L) stages, respectively, in both WT and CM strains, but not in the KO or CS strains. 

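The 1968 genes higher in WT and CM than in KO and CS at 8 h had a median log2 fold change of 2.01 between CM and KO and 1.91 between WT and KO. Over the 5 time points of CS, 964 of them changed at an adjusted p under 0.05 from edgeR's quasi-likelihood test, 445 did not and the others were not tested. Over the tested ones, the median log2 fold change from 0 to 8 h of CS was −0.004. The largest increases in CM relative to KO were in DDB_G0281169, with a log2 fold change of 14.87 (standard error 0.47, adjusted p = 2.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), fnkB (14.75) and DDB_G0289517 (14.20). No read of these 3 genes was counted in either KO replicate, so the fold changes depend on the prior count of the fit. The RPKM of DDB_G0281169 in CM was 3038 ± 271 (SD, n = 2). From such groups of genes, the paper proposes that GtaC is a key factor that affects the timing and the direction of developmental gene expression.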

Some of the transcriptional differences between the WT (or CM) and the KO (or CS) strains, especially at late aggregation, may represent cumulative effects due to the early developmental defect observed in both the KO and CS strains. Notwithstanding, these results suggest that GtaC is a key factor that affects different groups of developmentally regulated genes, influencing both timing and the up/downregulation of their expression.

### Gene-regulatory consequences of GtaC and GtaC^C-S^ binding

To explore the regulatory effects of GtaC and GtaC^C-S^ binding, we tested the relationship between binding events on the basis of the ChIP-seq data and transcriptional changes in the RNA-seq data at the corresponding time points. We identified genes bound by GtaC and also differentially expressed between CM and KO strains at the two aggregation stages (E: 952 genes, Fig. 4a; L: 621 genes, Fig. 4b). In addition, we identified genes bound by GtaC^C-S^ and differentially expressed between the CS and KO strains at these two time points (E: 38 genes, Fig. 4a; L: 231 genes, Fig. 4b). 

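The paper lists genes bound by GtaC in Supplementary Data 2, and 1999 of them were read and matched to the counts. At 8 h, 1832 of these were tested between CM and KO, and 1332 (72.7%) differed at an adjusted p under 0.05 from edgeR's quasi-likelihood test, 669 higher and 663 lower in CM. Among the other tested genes, which include any bound genes that were not read, 59.0% differed. The list covers binding at any stage, so the count is over binding at S, E or L. With the replicate number of the labels as a block, 5807 of the 9529 genes tested differed between CM and KO, against 5874 without it. Same-numbered replicates of the 2 strains had a correlation of −0.057 in the pairing check. DESeq2 gave 5025 genes and a filter of at least 10 counts in every sample 4500. With 1 replicate left out at a time, the number of genes at least 2-fold apart was between 4459 and 4911, against 4433 with all replicates.
Genes that the paper names for their binding differed in both directions between CM and KO. The late-bound dcsA had an RPKM of 349 ± 95.3 in CM and 1.12 ± 0.162 in KO (SD, n = 2 each), a log2 fold change of 8.49 (standard error 0.36, adjusted p = 2.4e-06, edgeR). The log2 fold change of carC was 2.26 (0.22, adjusted p = 7.7e-05, edgeR). That of psiH was −4.02 (0.23, adjusted p = 6.5e-06, edgeR) and that of cupF −1.36 (0.31, adjusted p = 0.00544, edgeR). DDB_G0289831, beside cupF, was lower in CM with a log2 fold change of −0.64 (0.24, adjusted p = 0.045, edgeR). It was not past the threshold with DESeq2 (adjusted p = 0.169) or with the replicate block (adjusted p = 0.0537, edgeR). Between WT and KO, dcsA (8.11), carC (2.34) and psiH (−2.96) differed the same way as in CM, each at an adjusted p under 0.05 (edgeR). No difference between WT and KO was detected in cupF (0.05, adjusted p = 0.948, edgeR) or DDB_G0289831 (0.02, adjusted p = 0.966, edgeR). The decreases of these genes in CM were thus not seen in WT.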

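At 8 h, 1708 of the genes the paper lists as bound by GtaC were tested between CS and KO, and 892 (52.2%) differed at an adjusted p under 0.05 from edgeR's quasi-likelihood test, 320 higher and 572 lower in CS. Of the other tested genes, which include any bound genes that were not read, 39.0% differed. The differences of CM and of CS from KO were then compared over the 8978 genes tested in both. There, 2571 genes differed in both comparisons. Of these, 617 differed the same way and 1954 (76.0%) in opposite ways. The opposite genes comprised 836 higher in CM and lower in CS than in KO, and 1118 lower in CM and higher in CS. All 1954 also differed between CM and CS directly at an adjusted p under 0.05 (edgeR), which the selection largely fixes, since both differences were taken from the same KO samples. Across the 8978 genes, the Spearman correlation of the log2 fold changes was −0.345.
Among the named genes, carC had a log2 fold change of −4.13 in CS over KO (standard error 0.31, adjusted p = 7.3e-05, edgeR) and acaA one of −2.23 (0.17, adjusted p = 8.5e-05, edgeR). That of cudA was −2.34 (0.31, adjusted p = 7.9e-04, edgeR) and that of gbfA −1.81 (0.17, adjusted p = 1.6e-04, edgeR). No difference between CS and KO was detected in psiH (0.12, adjusted p = 0.552, edgeR), dcsA (−0.14, adjusted p = 0.749, edgeR) or cupF (0.02, adjusted p = 0.942, edgeR), and each of the 3 values changed sign in at least 1 fit without 1 replicate.

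**Figure D5:**
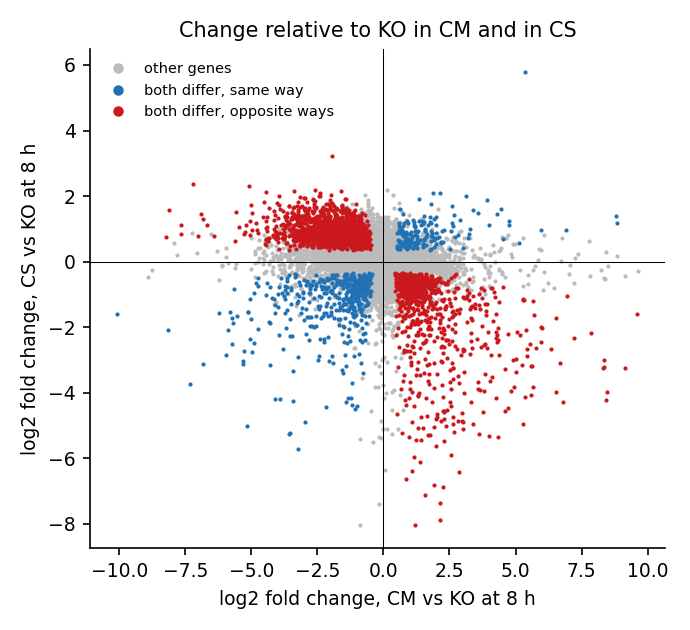
Log2 fold change of CM over KO (x axis) and of CS over KO (y axis) at 8 h, 1 point per gene tested in both (8978). Red marks the 1954 genes that differed in both comparisons in opposite ways, blue the 617 that differed the same way, and grey the others.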

We found that a small but significant fraction of these two gene sets overlapped at either time points (22 in Fig. 4a and 69 in Fig. 4b).

To assess these data more quantitatively, we tested whether binding events in the promoters were more likely associated with up- or downregulation of gene expression^7^. 

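With the tests used here, CM had 2858 UP, 3016 DOWN and 3655 NDE genes relative to KO at 8 h, and CS had 1881 UP, 1938 DOWN and 5398 NDE genes. Binding scores of all genes were not used here, so the categories were compared by the share of genes that the paper lists as bound by GtaC at any stage. Of the NDE genes of CM, 13.7% were in the list, against 23.4% of the UP genes (odds ratio 1.93, p = 5.4e-24, Fisher's exact test, two-sided) and 22.0% of the DOWN genes (odds ratio 1.78, p = 8.6e-19, same test). Of the NDE genes of CS, 15.1% were in the list. The UP genes of CS had 17.0% (odds ratio 1.15, p = 0.055, Fisher's exact test) and the DOWN genes 29.5% (odds ratio 2.35, p = 6.4e-41, same test). The list was read only in part (1999 genes), so bound genes that were not read count as not in the list. The comparison with the list was chosen after seeing the data, and genes are not independent replicates. Because the list is of GtaC binding, these shares do not measure GtaC C-S binding.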

We first categorized all genes as upregulated (UP), downregulated (DOWN) or not differentially expressed (NDE) in CM or CS strains compared with the KO strain. We then compared binding score distributions of genes categorized UP or DOWN with those categorized NDE, in each strain (Fig. 4c, Supplementary Table 3). We found that GtaC-binding events were significantly associated with both up- and downregulation of gene expression at early aggregation (Fig. 4c(i)) and only with upregulated genes at the late stage (Fig. 4c(iii)). In contrast, GtaC^C-S^ binding was not associated with up- or downregulation of gene expression at both stages (Fig. 4c(ii,iv)). In fact, of the 245 genes (from Fig. 4a,b) that were bound and differentially expressed in CS compared with KO at either time point, only two genes displayed similar expression levels between CM and CS strains. 

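Supplementary Data 2 gives GtaC C-S binding scores for the 561 GtaC targets, and 176 of the targets had a score at L. Of the 174 tested between CS and KO at 8 h, 122 differed at an adjusted p under 0.05 from edgeR's quasi-likelihood test. All 122 were tested between CM and CS, where 109 differed and 13 did not. Of the 13, 11 were less than 1.5-fold apart. The median size of the log2 fold change between CM and CS over the 122 genes was 2.76. Genes outside the 561 targets and the E stage were not analysed here. The paper found few bound genes with similar expression in CM and CS, and no association of GtaC C-S binding with up- or downregulation. From both, it proposes that this binding mostly results in faulty regulation.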

Taken together, these results suggest that, despite the apparent interaction of GtaC^C-S^ with DNA, the binding events mostly result in faulty regulation of target gene expression.

To further evaluate the regulatory consequences of GtaC binding to GATA-like sequences, we chose genes bound only by GtaC at early or late aggregation and tested whether GtaC binding to the motif was associated with coordinated transcriptional changes in CM but not in KO strains. About half the genes bound by GtaC only at early aggregation showed increased abundance in CM at this time compared with starvation-sensing, and this upregulation was not observed in KO (Fig. 4d, cluster i). The other half, however, was low at early aggregation in CM and remained low until the late stage (Fig. 4d, cluster i). This observation suggests that the low abundance at late aggregation is likely due to indirect effects. On the other hand, most genes bound by GtaC at late aggregation were clearly upregulated at this time in the CM, but not in the KO (Fig. 4d, clusters ii–iii). These results suggest that GtaC binding to GATA-like sequences has a direct role in upregulating gene expression (Fig. 4c(i,iii), Fig. 4d); however, other mechanisms may be required to differentially regulate target genes at different stages.

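The targets in Supplementary Data 2 were grouped by their GtaC binding scores. Of the 187 targets with a score only at L, 183 were tested between CM and KO at 8 h. There, 177 (96.7%) were higher in CM, 5 lower and 1 not different at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Their median log2 fold change was 5.49, against −0.73 between CS and KO. Of the 388 tested targets with a score at L, whatever their scores at other stages, 283 (72.9%) were UP, 77 DOWN and 28 NDE. The 162 tested targets with a score at E and none at L had 18 UP, 127 DOWN and 17 NDE genes and a median log2 fold change of −2.53. Targets were selected by the paper partly for their difference between CM and KO, so these shares describe the targets and not all bound genes. From genes bound at early and at late aggregation, the paper proposes that GtaC binding to GATA-like sequences directly upregulates gene expression. It adds that other mechanisms may be needed at different stages.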

### Identifying direct targets of GtaC

We defined direct targets of GtaC as genes that were associated with GtaC binding and showed differential mRNA patterns between the CM and KO strains. We used a rank-product (RP) score to integrate these two parameters^7^ such that genes ranked high in both the binding and transcriptome data sets had smaller GtaC–RP scores. 

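All 561 targets were found among the 12435 genes counted. The DE scores of the paper were set beside the log2 fold changes computed here from the 8-h counts. For CM and KO, 493 targets had a score other than 0 at L and were tested. The score and the log2 fold change had the same sign in all 493, and their Spearman correlation across genes was 0.979. Of these targets, 487 had an adjusted p under 0.05 from edgeR's quasi-likelihood test. Of the 59 tested targets whose score was 0, 19 did. For CS and KO, 281 targets had a score other than 0 and were tested, all with the same sign, with a Spearman correlation of 0.975.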

We considered the 561 genes with GtaC–RP<0.005 at least in one of the three time points as likely direct targets of GtaC (GtaC targets; Supplementary Data 2). We also tested whether differences in transcript abundance of GtaC targets between CM and WT could be the result of ectopic expression of GtaC-GFP in CM. 

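Over the 561 targets, the Spearman correlation of mean RPKM in WT and CM at 8 h was 0.976. Genome wide it was 0.981, and 0.972 to 0.979 with 1 replicate of WT or CM left out at a time. With CPM in place of RPKM it was 0.987. Of 538 targets tested between CM and WT, 0 differed at an adjusted p under 0.05 from edgeR's quasi-likelihood test. This count depended on the fit, as did the genome-wide one. Among the targets it was 24 with DESeq2, 14 without the filter on low counts, 50 with all 16 samples in one fit and 0 with the replicate number of the labels as a block, alternatives chosen for the targets after seeing the data. Genome wide, 1185 of 9190 genes had an unadjusted p under 0.05. Of the tested targets, 67 were at least 2-fold apart. From the similarity of WT and CM, the paper proposes that GtaC-GFP represents the native function of GtaC well.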

Comparing the two strains revealed that overall, transcript abundance genome wide, including those of GtaC targets, were remarkably consistent at each of the time points tested (Fig. 3a, Supplementary Fig. 5 (Spearman's correlation (SC)>0.95)). These findings suggest that GtaC-dependent transcriptional regulation in both the CM and WT strains are quite similar and therefore the GtaC-GFP protein is a good representative of the native GtaC function. As a measure of functional correlation between temporal patterns of GtaC binding and gene expression, we calculated their correlation for each gene. More than 60% of the GtaC targets showed similar trends in both (absolute ranked correlation>0.5), indicating that GtaC binding and expression of downstream genes were cotemporaneous and suggesting a causative relationship between GtaC binding and regulated gene expression.

To explore the biological processes regulated by GtaC, we examined gene annotations within the putative direct targets. In a direct comparison with previously defined gene sets, we found the sets of ‘cAMP-responsive'^27^ and ‘cell-type-enriched'^8^ genes to be significantly over-represented among GtaC targets (Supplementary Table 4). These observations are broadly consistent with previous descriptions of the two major functions of GtaC during development: cAMP-mediated signalling^18^ and cell-type specification^19^. Our results further suggest that at least some of these genes are directly regulated by GtaC. 

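The 23 cAMP-responsive targets of Supplementary Table 4 were examined at 8 h. Between CM and KO, 14 were higher in CM, 5 lower and 4 not different at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The largest increases were in cotD (log2 fold change 8.81), dcsA (8.49) and DDB_G0286025 (7.87). The 5 lower genes were pdsA (−3.19), csaA (−2.46), regA (−1.74), gpaB (−1.01) and carA-1 (−0.82). The value of carA-1 is uncertain, because a near-identical copy of the gene can share its reads. The early adenylyl cyclase gene acaA had an RPKM of 108 ± 17.2 in CM and 98.3 ± 7.64 in KO (SD, n = 2 each), which did not differ (adjusted p = 0.167, edgeR). Between CS and KO, 20 of the 23 genes were lower in CS, and cotD was higher (log2 fold change 1.40, adjusted p = 0.00389, edgeR). No difference was detected in dcsA or DDB_G0270190. The contact site gene csaA was lower than in KO in both strains, by log2 fold changes of −2.46 in CM and −2.88 in CS. Among the transcription factor genes named by the paper, gbfA was higher in CM than in KO with a log2 fold change of 1.43 (standard error 0.20, adjusted p = 4.9e-04, edgeR), and cudA with 4.25 (0.32, adjusted p = 2.1e-05, edgeR).

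**Figure D6:**
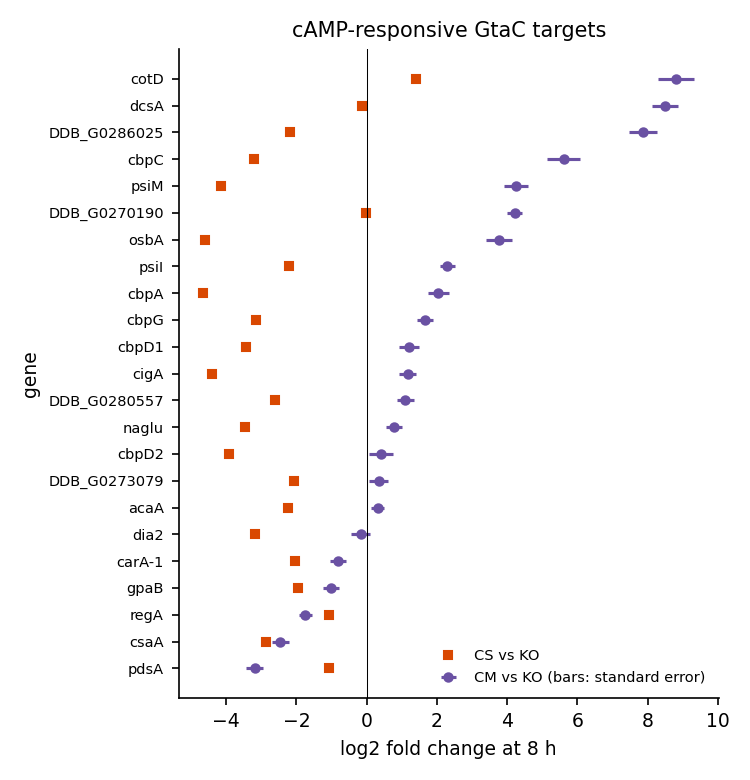
Log2 fold change at 8 h of the 23 cAMP-responsive GtaC targets, in CM over KO (purple, with standard errors) and in CS over KO (orange squares). In CS, 20 genes were lower than in KO, and in CM 14 were higher.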

The set of genes with known developmental functions (obtained from dictyBase (http://dictybase.org/)) and the set of putative TFs^9^ were also over-represented (Supplementary Table 4), suggesting that the regulatory modules involving GtaC and its direct targets play critical roles in development.

*D. discoideum* and *D. purpureum* are two evolutionarily distant dictyostelid species whose aggregation is mediated by cAMP and, their *gtaC* transcript levels are abundant during the aggregative phases of development^8^,^16^,^17^. Hence, we tested for the enrichment of *D. purpureum* orthologues among GtaC-dependent target genes in *D. discoideum*. Genes bound by GtaC during the aggregative stages were significantly enriched in the set of orthologous genes. Furthermore, a significant proportion of GtaC targets in the set of *D. purpureum* orthologues were coordinately expressed during development across the two species^8^. Given their strikingly similar developmental morphologies and transcriptomes, despite the evolutionary distance between the two species, our results suggest evolutionarily conserved developmental roles for GtaC-dependent regulatory modules in these dictyostelids.

To broaden the association between GtaC targets and *Dictyostelium* developmental processes, we performed an unbiased gene ontology (GO) enrichment analysis and identified enriched GO terms at each time point. The identified GO terms were largely associated with the key developmental processes—‘aggregation' at early aggregation and ‘cell differentiation' at late aggregation, for example, as shown in Fig. 5, Supplementary Data 3. We also discovered annotations related to calcium ion binding and homeostasis, signalling through G-protein-coupled receptors and mitogen activated protein (MAP) kinases as well as cyclic nucleotide metabolism and degradation and differentiation inducing factor 1 (DIF-1) biosynthesis. These results provide novel insights into the role of GtaC in development and shed light on critical GtaC-controlled components underlying the gene-regulatory networks governing multiple physiological processes in *Dictyostelium* development.

## Discussion

In this paper, we showed that GtaC exhibits distinct temporal binding patterns during early development, thus alluding to multiple developmental roles. Such variable binding specificities have been reported in other systems, where they appear to result from various regulatory effectors^28^,^29^. Multicellular development is marked by complex signalling events that alter the physiological states of cells concomitantly with morphological progression^30^,^31^, and these cellular stimuli often act to alter the localization and activity of TFs^32^. Temporally regulated binding events are likely regulated by the combined action of many TFs coupled with changes to the chromatin architecture, ultimately resulting in gene expression changes^2^. In the case of GtaC, its nuclear localization and hence transcriptional activity during early development are dependent on cAMP^18^; however, it is unclear what protein modifications and/or epigenetic effects are responsible for the observed changes in binding patterns.

Here we found that the zinc-finger domain of GtaC was essential for specific binding to the GATA motif. Recent protein-binding microarray experiments revealed that the GtaC DNA-binding domain showed higher-affinity binding to a consensus ‘GATC' sequence, than to ‘GATA' sequences^33^. It should be noted that the strengths of TF binding cannot be inferred from ChIP-seq experiments and the differences in the identified motifs could also be attributed to using the DNA-binding domain in the *in vitro* protein-binding microarray experiments^33^ compared with the full-length GtaC-GFP protein used in our ChIP-seq experiments. Moreover, the sequences bound most avidly by the TF may not necessarily be the most advantageous *cis*-regulatory sequences to modulate gene expression^34^,^35^.

Cysteine substitutions in the GATA zinc-finger domain of GtaC did not affect the ability of the protein to translocate to the nucleus but it seemed to completely inactivate its developmental function^18^. Moreover, while the mutations did not completely abolish its ability to bind DNA, they appear to have inhibited direct interaction with GATA-like sequences. GATA zinc-fingers dimerize and can mediate interactions with both DNA and proteins^25^,^36^ and thus, at least some of the GtaC–DNA interactions could be mediated through other proteins. In addition to cooperative binding, DNA motif preferences can vary depending on the conformational state of TFs when they bind DNA^37^. Another possibility is the existence of additional, uncharacterized DNA-binding domains in GtaC, which remain unaltered in GtaC^C-S^. While it is tempting to speculate that GtaC binds DNA in different modes, more careful analyses are necessary to characterize the existence and functional consequence of GtaC–DNA interactions. However, regardless of the molecular mechanism, GtaC^C-S^ binding appears to have almost no effect on development because ectopic expression of GtaC^C-S^ in the *gtaC*-null strain does not significantly modify the developmental or the transcriptional phenotypes.

We integrated DNA-binding and transcriptome data from the CM and KO strains to identify putative direct targets of GtaC and found good concordance between the data sets. Despite ectopic expression of GtaC-GFP in CM, remarkable similarities between the CM and WT strains, not merely on the basis of gross morphologies, but also at the more detailed resolution of their transcriptional phenotypes suggest that the artificially constructed CM strain is a faithful representation of native GtaC-regulatory function. Temporal patterns of GtaC binding in promoters and expression patterns of the associated genes are largely cotemporaneous, suggesting a causative relationship between TF binding and transcription of targets. Among the GtaC targets, we found enrichment in two broad developmental processes during the early and late times. Our results are consistent with GtaC's role in cAMP-mediated processes during early development^18^. The enrichment of processes relating to cell differentiation during the late time point broadly agrees with the previously described roles of GtaC in cell-type specification^19^. The temporal regulation of GtaC–DNA binding is consistent with this dual role in development. Since our experimental design did not directly test cell-type-specific functions of GtaC, the possibility that the identified late function may be because of cumulative effects of its early roles, however slim, cannot be completely ruled out.

Another interesting observation is the over-representation of co-regulated orthologues between *D. discoideum* and *D. purpureum* among GtaC targets. Given the similarities between the two, our data suggest that some of the GtaC-dependent regulatory modules are conserved between these evolutionarily distant species^17^. Many GtaC targets, such as *acaA* and *carA*, are essential for *D. discoideum* development, reinforcing the notion that GtaC is a critical regulator of development. The functional importance of GtaC targets is also illustrated by the abundance of putative TFs. A number of these TFs, such as GbfA and CudA, also play important roles in *Dictyostelium* development^10^,^13^. The critical role that GtaC has during *D. discoideum* development, the essential functions it regulates and the proposed evolutionary conservation establish GtaC as a significant node in the transcriptional regulatory network that governs *Dictyostelium* development.

Many studies that utilize high-throughput technologies, such as ChIP-seq and RNA-seq, provide a snapshot of the cellular population average^38^,^39^. These data are invaluable to obtain a coarse overview of the molecular events that underlie broad biological processes. However, the dynamics of TF occupancy and its effect on gene regulation often occur with varying timescales and heterogeneity. Therefore, temporal linkage of these data is essential to understand general features of gene networks; however, it is still difficult to resolve with mere static population averages^39^. The dynamics of intracellular processes are often dependent on mechanisms used in processing and responding to time-varying input signals^18^,^39^,^40^,^41^. Our previous findings detailed an oscillatory nuclear localization behaviour of GtaC in response to pulsatile cAMP during the early aggregative phase in development^18^. The *csaA* gene (contact site A), that we identified as a direct GtaC target, is transcribed periodically, with periods similar to that of cAMP pulses^42^ and coinciding with GtaC nuclear accumulation, albeit with a slight delay^18^. Further experimentation, in the presence or absence of pulsatile cAMP, at the single cell level and at finer timescales would be required to test whether this is a general phenomenon of GtaC-dependent transcriptional regulation. Our study provides genome-wide molecular snapshots at different stages of development and it serves as a useful hypothesis generating tool to identify and characterize more such TF–target relationships.

## Methods

### Cell culture and development

We maintained each *D. discoideum* strain at 22 °C in shaking suspension in HL5 medium with the indicated supplements (Supplementary Table 1). To induce synchronized development, we collected mid-log phase cells and washed them twice in potassium phosphate buffer (KK2) or developmental buffer (DB)^18^,^43^. Then, we deposited 3.3 × 10^6^ cells cm^−2^ on nitrocellulose filters that were placed on a buffer-soaked filter paper pad or 5.2 × 10^5^ cells cm^−2^ on DB agar. All strains we used in this paper were described in ref. 18.

### Chromatin immunoprecipitation

ChIP using *Dictyostelium* cells was performed as described in ref. 44 with the following modifications. We used developing CM cells at starvation-sensing (S), early aggregation (E) and late aggregation (L) and on CS cells at the two later time points. As a control for the association of GFP with DNA we performed ChIP on a *gtaC*-null strain ectopically expressing GFP at the corresponding time points (Supplementary Table 1). We harvested cells at each time point, incubated them with 1% paraformaldehyde in KK2 buffer at room temperature for 5 min to crosslink and then added 2.5 M glycine solution to a final concentration of 125 mM to terminate the crosslinking reaction. After washing the cells with KK2, we isolated nuclei by resuspending the cells in a detergent solution (40 mM Tris-HCl pH 7.8, 6 mM MgCl_2_, 40 mM KCl, 0.1 mM EDTA, 5 mM dithiothreitol, 1.5% Sucrose and 0.4% NP40) for 10 min on ice^45^. We then resuspended the nuclei in ice-cold lysis buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100 and 0.05% SDS) containing protease inhibitor cocktail (Roche) and 2 mM phenylmethylsulfonyl fluoride, and sheared the chromatin to 100–300 bp fragments by sonication for nine times at 4-s pulses (amplitude: 45%) using a digital sonicator (S-250D; Branson). After brief centrifugation, we incubated the supernatants for 30 min on ice and centrifuged again to remove the insoluble fraction at lower temperature. The nuclear extracts were pre-cleared with protein G Dynabeads (Invitrogen), which were previously blocked with yeast tRNA, glycogen and BSA. We then incubated the pre-cleared extracts with blocked protein G Dynabeads with (2.4 μg) or without anti-GFP antibodies (clones 7.1 and 13.1 mixture: 11814460001, Roche) on a rotator, overnight at 4 °C. We washed the beads twice with lysis buffer, twice with high-salt buffer (50 mM Tris-HCl pH 8.0, 500 mM NaCl, 2 mM EDTA, 1% Triton X-100 and 0.1% SDS), twice with LiCl-wash buffer (10 mM Tris-HCl pH 8.0, 250 mM LiCl, 1 mM EDTA, 1% NP40, and 1% sodium deoxycholate) and twice with TE buffer, followed by elution with elution buffer (10 mM Tris-HCl pH 7.5, 1 mM EDTA and 1% SDS) twice at 65 °C for 15 min, reverse-crosslinking at 65 °C overnight and purification of the ChIP DNA. We then processed the ChIP DNA fragments to generate multiplexed libraries according to the preparation of barcoded sequencing libraries for the Illumina's Genome Analyzer platform^46^ except that we amplified the multiplexed libraries using AccuPrime Pfx DNA polymerase (Life Technologies) at the last step, and performed Illumina sequencing (Illumina HiSeq).

### ChIP-seq data analysis

The sequencing data were mapped to the *Dictyostelium* reference genome^47^ as described in ref. 46. Briefly, we sequenced the libraries (read length=50 bases) and the resulting FASTQ files were mapped using the alignment tool bowtie^48^ (version 0.12.7) allowing only for single hits (-m 1) and trimming unmapped reads up to 10 bp iteratively by 2 bp. To identify genomic regions preferentially associated with GtaC, we performed peak calling using custom R scripts. Briefly, peak calling was performed on 5-kb genomic regions using partially overlapping (50% overlap), sliding windows of 200 bp. For each window, we calculated the log ratio of the scaled coverage (scaled by number of mapped reads) between sample and control ChIP-seq experiments while permitting a maximum of five mapped reads to share the same genomic coordinates. At each time point, we identified GtaC peaks as genomic regions preferentially associated with GtaC in the sample compared with control (enrichment >4-fold; false discovery rates (FDR)<0.01; read support >50). In the proximity of candidate peaks, we accounted for shifts (up to 200 bp) in the distributions of reads mapping to positive and negative strands^49^ and enforced similar read support on either strand (absolute log ratio<0.5). In addition, we used MACS^50^ to identify peaks (parameters: shiftsize=150, bw (band width)=200, slocal (small local region)=5,000). Only peaks that were commonly identified using both methods were used, and we focused on peaks in intergenic regions for further analyses. We used MEME-ChIP^50^ (motif lengths 4–12 bp; *E*-value threshold: 10^−3^) to search for over-represented motifs on the 600 most enriched GtaC- and GtaC^C-S^ peaks.

To associate peaks with genes, we defined the promoter region of a gene as the region 5′ of the ORF, up to the nearest upstream gene, and assigned all peaks within a promoter region to the gene. We calculated the binding scores of each gene using all peaks in its promoter region on the basis of a scoring scheme adapted from refs 51, 52 with an exponentially decreasing function of its percent distance to the gene start identified on the basis of existing gene models obtained from dictyBase (http://dictybase.org/), weighted by the differential enrichment in GtaC coverage between sample and control ChIP-seq experiments.

### RNA-seq

We collected RNA samples in duplicates from WT, CM, KO and CS strains (Supplementary Table 1). The time points sampled corresponded to the vegetative growth (V; 0 h), starvation-sensing (S; 1–2 h), early aggregation (E; 3–6 h) and late aggregation (L; 7–9 h) stages of WT development. The data sets from WT, CM and KO strains at starvation-sensing, early aggregation and late aggregation were published in ref. 18, and the raw data were deposited under the accession number GSE54866 in the Gene Expression Omnibus. We prepared multiplexed cDNA libraries using these RNA samples as described^18^,^46^ and sequenced them on Illumina HiSeq.

### Transcriptome analyses

The resulting sequences were mapped to the *Dictyostelium* reference genome^46^. Relative distances between the transcriptomes were visualized using classical MDS (R function cmdscale) and using hierarchical clustering with bootstrapping (R package ‘pvclust' version 1.2–2)^53^ with optimized leaf ordering (R package ‘cba' version 0.2–14). We used SC to calculate the distance (*D*=1−SC) and complete linkage as the clustering criterion. The transcriptome analyses yielded data on the steady-state mRNA levels of 12,435 genes, ∼3% of which were not expressed under any of the conditions sampled (Supplementary Data 1). 

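In the 16 samples analysed here, counts were given for 12435 genes, and 471 of them (3.79%) had no count in any sample. Between 10218 and 11281 genes had at least 1 count in a sample. The total count per sample ranged from 3894500 to 9414590, with a median of 5964874.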

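The SC of the 2 replicates, computed across genes from their RPKM, was 0.971 for WT, 0.986 for KO, 0.979 for CM and 0.986 for CS at 8 h. For CS at the earlier times it was 0.983 at 0 h, 0.982 at 1 h, 0.987 at 2 h and 0.988 at 5 h. The lowest value, that of WT, was 0.9802 with CPM in place of RPKM and 0.970 over the genes that passed filterByExpr.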

In all cases, the biological replicates were very similar to one another (SC≥0.97).

We performed differential expression (DE) analyses using baySeq^54^ as described in ref. 55. Briefly, we compared the transcriptomes of each genotype and developmental time point to one another and used custom R scripts (baySeq R package version 1.16.0) to perform these analyses. For each comparison, we considered genes with FDR lower than 0.05 and likelihoods greater than 0.9 to be differentially expressed. We identified genes that were developmentally regulated over time in WT and CM cells and differentially expressed between WT and KO, CM and KO, WT and CS, and CM and CS at any time point. Their standardized mRNA abundances were visualized as a heatmap (R function heatmap.2). At each time point we categorized differentially expressed genes as UP or DOWN if their average normalized mRNA abundance was higher or lower, respectively, in CM compared with KO cells. Genes that were differentially expressed between KO and CS cells were also categorized as UP or DOWN if their average normalized mRNA abundances were higher or lower, respectively, in CS compared with KO cells. In DE comparisons between two genotypes, we calculated the DE scores of genes with FDR<0.05 as the log ratio of their average normalized expression on the two genotypes. For all other genes, DE scores for this comparison were set to 0.

### Combining transcriptome and binding data

We identified the number of genes that were bound by GtaC and GtaC^C-S^ and differentially expressed between CM and KO and CS and KO strains, respectively, at both E and L, and visualized the overlap as Venn diagrams (R package ‘Vennerable' version 3.0/r82, R function Venn). To test whether the proportion of overlapping genes identified in our data was different from expected by chance, we randomly sampled the same number of genes from the genome, as observed in our data, at both time points. We counted the number of overlapping genes and obtained an empirical distribution by repeating this procedure a million times. At each time point, we used this distribution to calculate the number of instances that showed a larger overlap than in our data and found that probability of such an event was close to zero. In order to test for regulatory relationships between TF binding in the promoters and mRNA abundance of the downstream genes, we obtained distributions (R package ‘Hmisc' version 3.14-4, R function Ecdf) of GtaC- and GtaC^C-S^-binding scores on genes categorized as UP, DOWN or NDE at each time point in CM and CS cells. We used a nonparametric statistical test (Kolmogorov–Smirnov test; R function ks. test) to compare the binding score distributions of genes that are differentially expressed (UP or DOWN) and those that are not (NDE).

To identify enriched short DNA sequences among developmental-stage-specific gene sets, we first identified genes showing large changes in gene expression in CM compared with KO cells (absolute log-ratio >2) at each of the three time points. Then, we used MEME-ChIP^56^ on the promoter regions of the 600 most enriched GtaC-bound peaks to identify enriched motifs.

We ranked the genes on the basis of the absolute values of their DE scores in comparisons between CM and KO strains (genes with highest values first) at each time point. We also ranked genes on the basis of their GtaC-binding scores such that genes with the high binding scores were ranked first. We computed the RP of genes on the basis of their ranked DE scores and their ranked binding scores at each time point^7^ and genes with lower RPs (GtaC–RP<0.005) were considered to be direct targets of GtaC. We performed Gene Ontology enrichment analyses using custom R scripts (R package ‘topGO' version 2.14.0). The GO annotation files for *D. discoideum* were obtained from dictyBase (http://dictybase.org/).

## Additional information

**Accession codes:** The relevant data sets have been deposited in the Gene Expression Omnibus database of National Center for Biotechnology Information under the accession number GSE63151.

**How to cite this article:** Santhanam, B. *et al*. The GATA transcription factor GtaC regulates early developmental gene expression dynamics in *Dictyostelium*. *Nat. Commun.* 6:7551 doi: 10.1038/ncomms8551 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-5 and Supplementary Tables 1-4

Supplementary Data 1 Transcriptome data and differential expression comparisons. This file contains the transcriptome data and differential expression comparisons. The first column header ‘ddb_g' is the unique identifier as defined by dictyBase (http://dictybase.org) and second column header is the name of the gene. This data included the normalized and raw read counts for each gene on each strain (WT, CM, CS and KO) at 0, 1, 2, 5 and 8 hr of development. The strain information is provided in Table S1. Each RNA-seq run was performed in two biological replicates. Columns showing the raw read counts have a suffix ‘r' and those with the normalized read counts have a suffix ‘n'. The average on both biological replicates of the normalized data has a suffix ‘mavg'. The time points are indicated in the column headers for each. Thus the column header ‘CS_1hr_n1' refers to the normalized expression in the first biological replicate of genes in the CS strain at 1 hour of development (0 hour is considered to be the beginning of starvation). Similarly, ‘CS_1hr_r1' refers to the raw reads counts of genes in this data set. The average of both biological replicates (i.e ‘CS_1hr_n1' and ‘CS_1hr_n2') is under the column header ‘CSmavg.1hr'. Each baySeq comparison performed with two predefined models (DE-differentially expressed and NDE-not differentially expressed) between two strains at the same time point or between time points in each strain produces a total of three outputs: Likelihood (Lik), False Discovery Rate (FDR) and additionally provides directionality of expression difference (greater, lesser or equal). Thus the column headers ‘Lik.DE_2hrWTvs.CS', ‘DE_2hrWTvsCS' and ‘FDR.DE_2hrWTvsCS' refer to the Likelihood, direction of differential expression and the false discovery rate, respectively, in a comparison between the 2 hr WT and CS transcriptomes. Similarly, the column headers ‘Lik.DE_CS0hrvs.1hr' and ‘FDR.DE_CS0hrvs.1hr' refer to the likelihood and false discovery rates, respectively, in a comparison between the 0 hr and 1hr CS transcriptomes.

Supplementary Data 2 Set of putative GtaC target genes. This file contains genes bound by GtaC and the set of putative GtaC target genes (multiple data sheets). Column A refers to the unique identifier as defined by dictyBase (http://dictybase.org) and column B to names of genes and. Columns C-E show the GtaC rank-product scores (calculated as described in the text) at starvation sensing, early aggregation and late aggregation respectively. Columns F and G show GtaCC-S rank-product scores at early and late aggregation. The differential expression scores (calculated as described in text) for comparisons between CM and KO at all three times are in columns H-J, respectively and those for comparisons between CS and KO at early and late aggregation in columns K and L, respectively. GtaC binding scores (calculated as described in text) at all three time points are in columns M-O respectively and GtaCC-S binding scores at the latter two time points in columns P and Q respectively.

Supplementary Data 3 Gene ontology (GO) analyses results for GtaC-targets by time point. This files includes gene ontology (GO) analyses results for GtaC-targets by time point (multiple data sheets). Each data sheet contains results on gene sets at starvation sensing (S), early aggregation (E), late aggregation (L), S & E, S & L, E & L and S & E & L, respectively. The unique GO identifier (‘GO.ID'), a short description of the GO term (‘Term'), the number of genes in the genome with that annotation (‘Annotated'), the number of genes in the chosen gene set with the same annotation (‘Significant'), the GO term category (‘GO category') along with all the relevant statistical parameters (‘p-value' and ‘Fold enrichment') are shown for each gene.

## Figures and Tables

**Figure 1:**
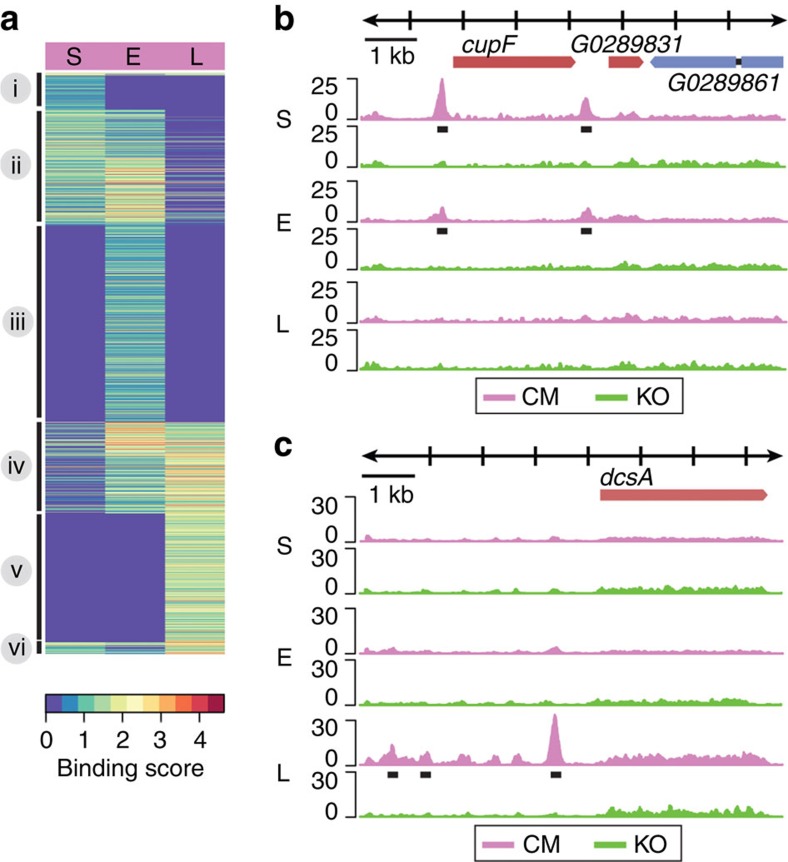
Genome-wide occupancy of GtaC during development. (**a**) Heatmap representation of binding scores (log_2_-transformed, scale indicated) of genes bound by GtaC in their promoter regions during three developmental stages (S—starvation-sensing, E—early aggregation and L—late aggregation; *n*=2,091). Each row represents a gene and each column represents a developmental stage. Rows are ordered on the basis of hierarchical clustering with optimized leaf ordering and grouped (black lines, left) on the basis of temporal patterns of binding events. (**b**,**c**) Representative examples of ChIP-seq patterns (scaled coverage on the *y* axis, DNA length in kilobases on the *x* axis, as indicated at the top). The colours of the tracks indicate the genotypes of the cells (purple: *gtaC*-null complemented with ectopic GtaC-GFP (CM), green: *gtaC*-null GFP (KO)). All the predicted gene models within the genomic region are shown. The exons are coloured depending on the orientation of the gene (red: positive, blue: negative) and introns are shown as black lines. Binding data are shown during starvation-sensing (S), early aggregation (E) and late aggregation around the (B) *cupF* and *DDB_G0289831* loci on chromosome 5, and the (C) *dcsA* locus on chromosome 1. Identified peaks are indicated (black lines).

**Figure 2:**
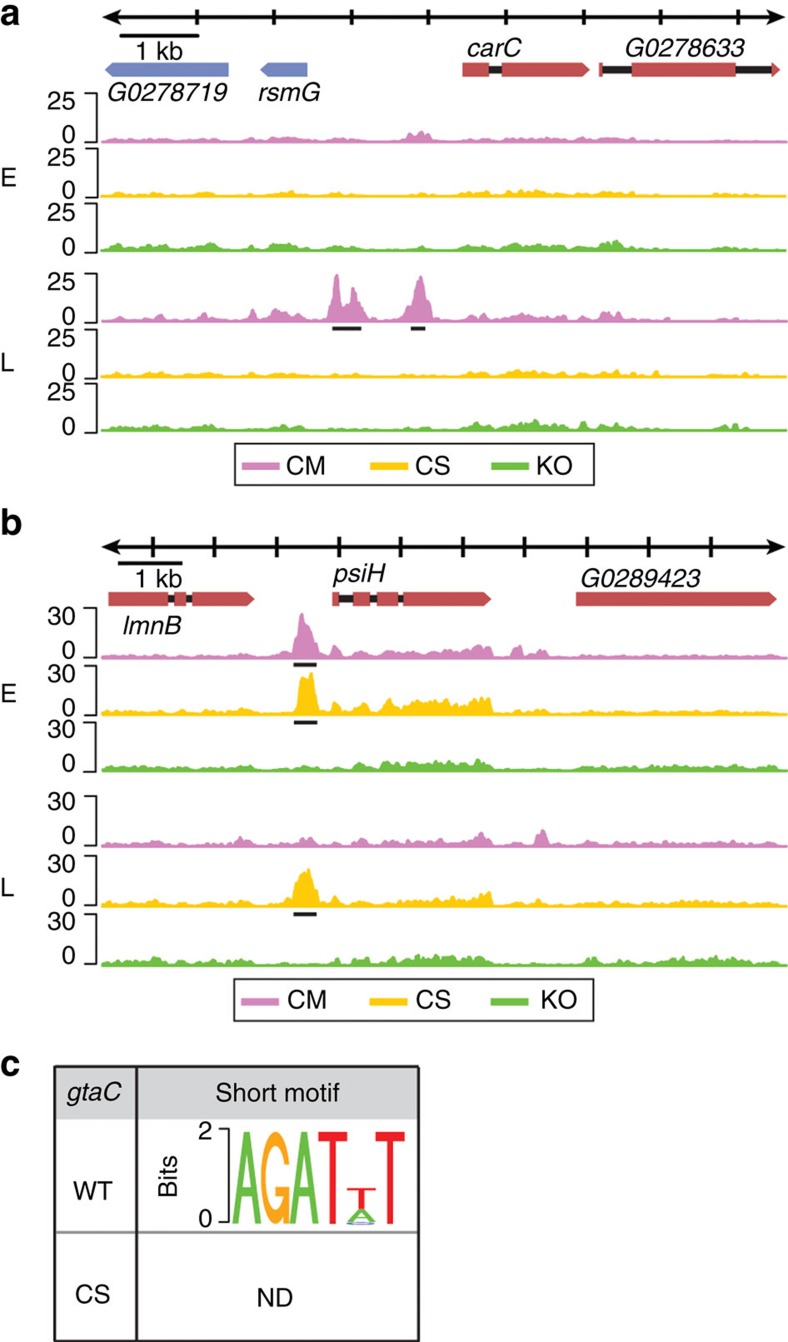
The zinc-finger cysteine residues (C4) affect the DNA-binding specificity of GtaC. Representative examples of ChIP-seq patterns (scaled coverage on the *y* axis, DNA length in kilobases on the *x* axis, as indicated at the top). The colours of the tracks indicate the genotypes of the cells (purple: *gtaC*-null complemented with ectopic GtaC–GFP (CM), yellow: *gtaC*-null ectopically expressing the GtaC^C-S^-GFP (CS), green: *gtaC*-null GFP (KO)). All the predicted gene models within the genomic region are shown. The exons are coloured depending on the orientation of the gene (red: positive, blue: negative) and introns are shown as black lines. Binding data are shown during early aggregation (E) and late aggregation (L) around the (**a**) *carC* locus on chromosome 3 and (**b**) *psiH* locus on chromosome 5. Identified peaks are indicated (black lines). (**c**) We identified enriched motifs using MEME-ChIP^56^ on the 600 most enriched peaks of the WT (top row) and the CS (bottom row) *gtaC* alleles. Information content (bits) is shown on the *y* axis. Motifs identified through DREME (short motif) are shown^57^,^58^. ND indicates that no motifs were detected.

**Figure 3:**
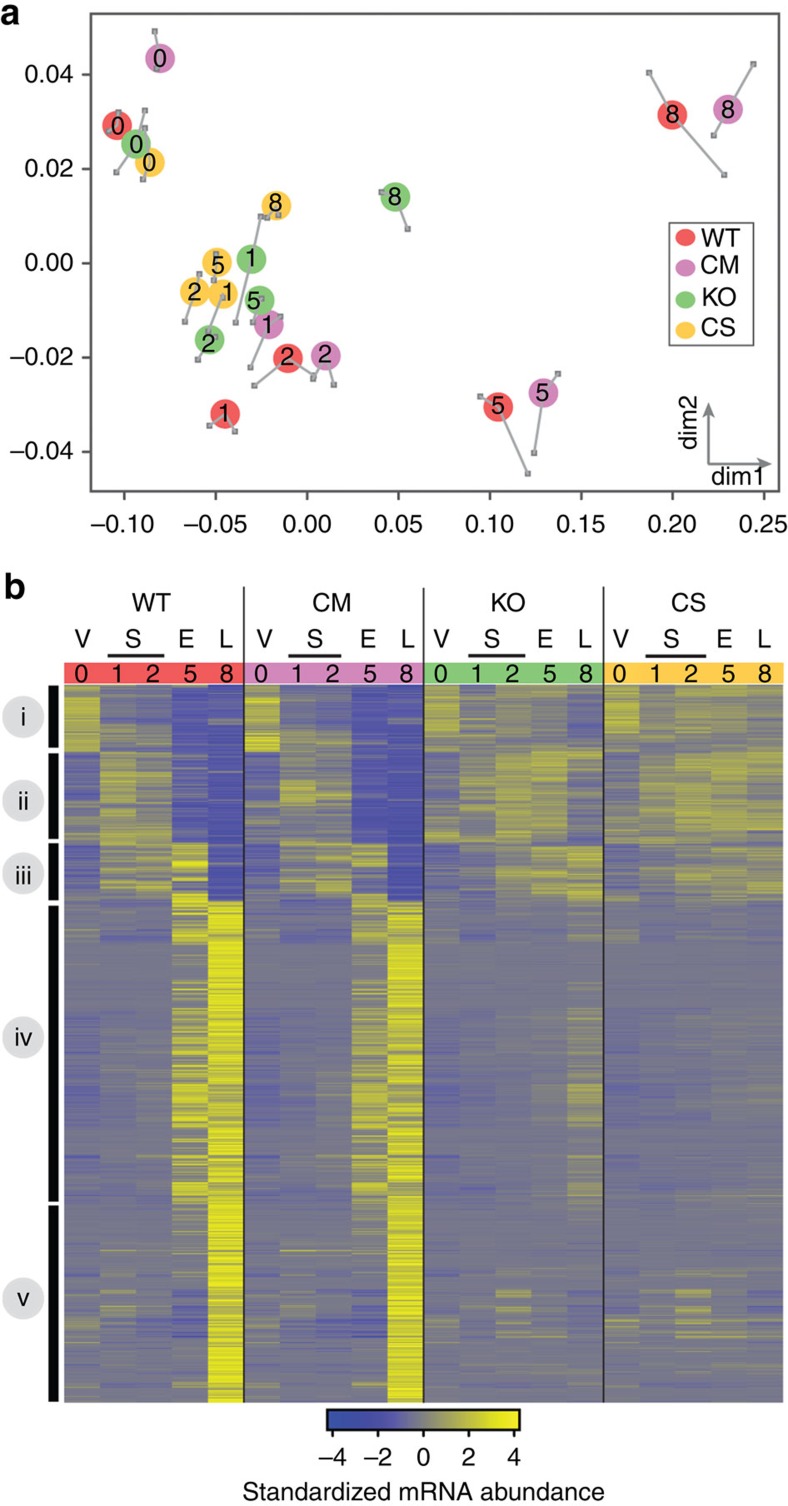
Developmental regulation of GtaC-dependent transcription. (**a**) MDS visualization of distances between transcriptomes. Each coloured circle represents the average transcriptome of two biological replicates (grey squares and whiskers) and numbers inside the circles represent the developmental time (h). Distances on the two-dimensional plane are inversely proportional to the similarity between the transcriptomes. Strains: WT—wild type, CM—*gtaC*-null complemented with ectopic GtaC-GFP, KO—*gtaC*-null, CS—*gtaC*-null ectopically expressing the GtaC^C-S^-GFP. (**b**) Heatmap representation of standardized mRNA abundance of genes (*n*=1,188; scale indicated) that show significant changes between strains that exhibit normal (WT and CM) and aberrant (KO and CS) development. Each row represents a gene and each column represents a transcriptome. Rows are grouped by hierarchical clustering and broad clusters are shown as solid black lines (left). The columns are grouped by strain (coloured panels on top, red: WT, purple: CM, green: KO, yellow: CS) and ordered by time (h, indicated above each column). The time line corresponds to the developmental stage in the WT strain as indicated (V: vegetative growth, S: starvation-sensing, E: early aggregation and L: late aggregation).

**Figure 4:**
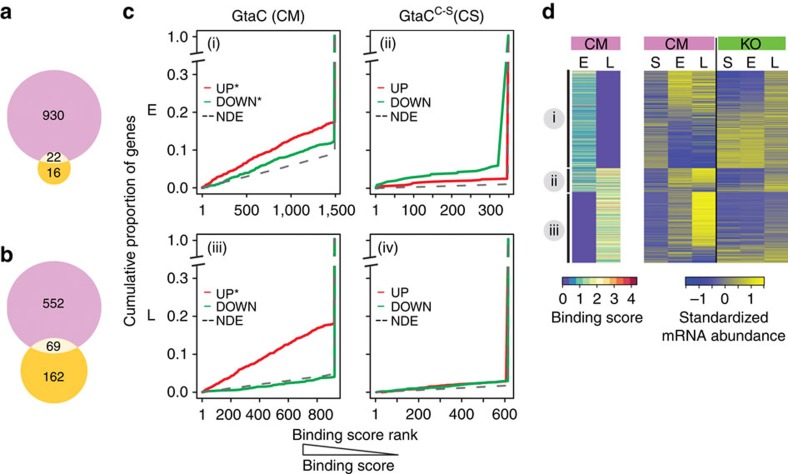
Regulatory consequences of GtaC and GtaC^C-S^ promoter-binding events on gene regulation. (**a**,**b**) Venn diagrams showing the overlap between genes bound by GtaC and differentially expressed between *gtaC*-null cells complemented with ectopic GtaC–GFP (CM) and *gtaC*-null (KO) cells (purple circle) and, genes bound by GtaC^C-S^ and differentially expressed between *gtaC*-null cells ectopically expressing GtaC^C-S^-GFP (CS) and KO cells (yellow circle) during early (**a**) and late (**b**) aggregation. (**c**) Plots showing the cumulative proportions of genes (*y* axis) at a given binding score (ranked; *x* axis) of GtaC or GtaC^C-S^ at early aggregation (E; (i), (ii)) and late aggregation (L; (iii), (iv)). All genes are categorized as upregulated (UP, red lines), downregulated (DOWN, green lines) or NDE (black dashed lines) in CM (first column) or CS (second column) compared with KO cells. The UP and DOWN cumulative distributions are compared with the corresponding NDE distribution using the Kolmogorov–Smirnov test (*P* values<0.001 indicated by * in (i) and (iii)). (**d**) The heatmaps represent GtaC-binding scores (log_2_-transformed; scale indicated, left panel) and standardized mRNA abundance (scale indicated, right panel) of genes bound only by GtaC at early aggregation (E; clusters i–ii) or late aggregation (L; clusters ii–iii). Each row represents a gene and genes were grouped by their binding patterns. Each column represents a strain (coloured panels on top, purple: CM, green: KO) and time point (S: starvation-sensing, E: early aggregation and L: late aggregation).

**Figure 5:**
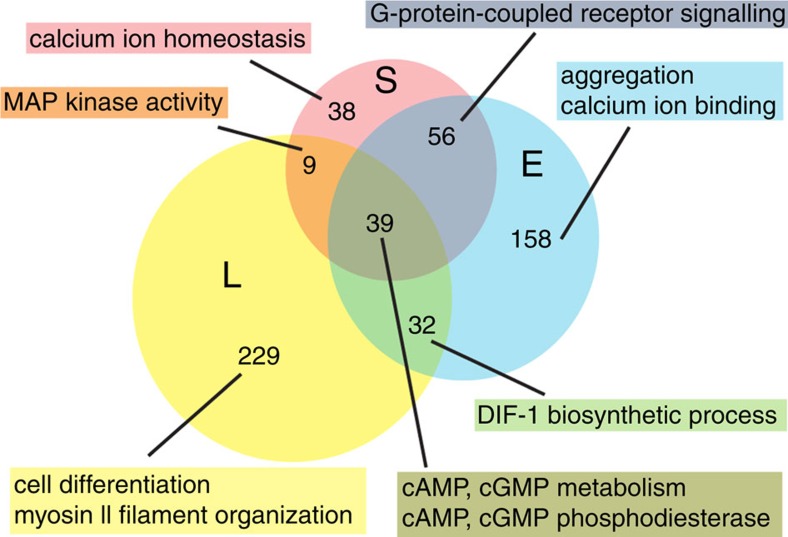
Identifying direct targets of GtaC. A Venn diagram showing the extent of overlap between GtaC target genes (*n*=561) at the three developmental times (S—starvation-sensing, red; E—early aggregation, blue; L—late aggregation, yellow). The number of overlapping genes and the prominent GO terms (*P* values<0.01; Fisher's exact test) enriched in each subset are indicated.

# Supplementary material for: The GATA transcription factor GtaC regulates early developmental gene expression dynamics in Dictyostelium
**Source:** Nat Commun. 2015 Jul 6;6:7551. doi: 10.1038/ncomms8551
**Supplement:** Supplementary Information — Supplementary Figures 1-5 and Supplementary Tables 1-4

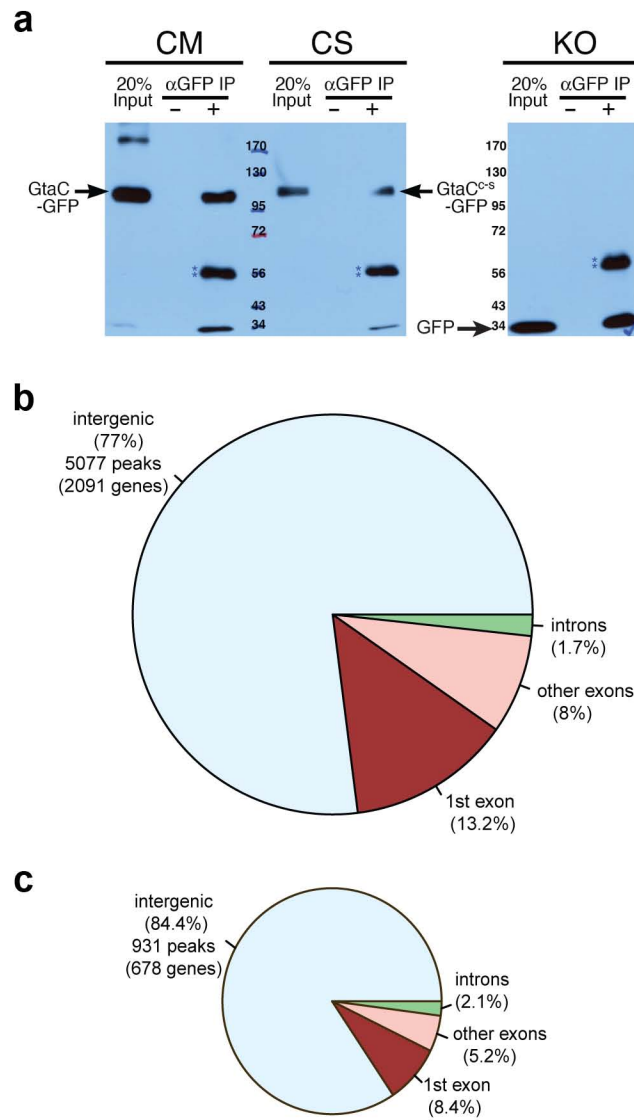

**Supplementary Figure 1: GtaC ChIP and genomic distribution of GtaC-binding events. (a)** ChIP experiments were performed using nuclear extracts (Input) from CM, CS, KO cells with or without GFP antibodies. Immunoprecipitates were visualized by Western blot analysis with another anti-GFP antibody (B-2; sc-9996, Santa Cruz Biotechnology) before the process of libraries preparation for ChIP-seq. Arrows indicate GtaC-GFP and GtaC<sup>C-S</sup>-GFP bands and asterisks represent antibodies bands. **(b-c)** Pie-charts show the percentage of peaks that fall within intergenic, exonic and intronic regions. The distributions reflect GtaC-peaks (b) (n = 7,983) on the CM genome at starvation sensing, early aggregation and late aggregation and GtaC<sup>C-S</sup>-peaks (c) (n = 1,321) on the CS genome at early aggregation and late aggregation.

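The enrichment files analysed here list windows rather than whole peaks. They held 2868 windows of 200 bp bound by GtaC at S, E or L and 931 bound by GtaC C-S at E or L. Merging overlapping or touching windows, an alternative chosen after seeing the data, gave 1909 GtaC regions and 589 GtaC C-S regions. Positions of exons and introns were not used here.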

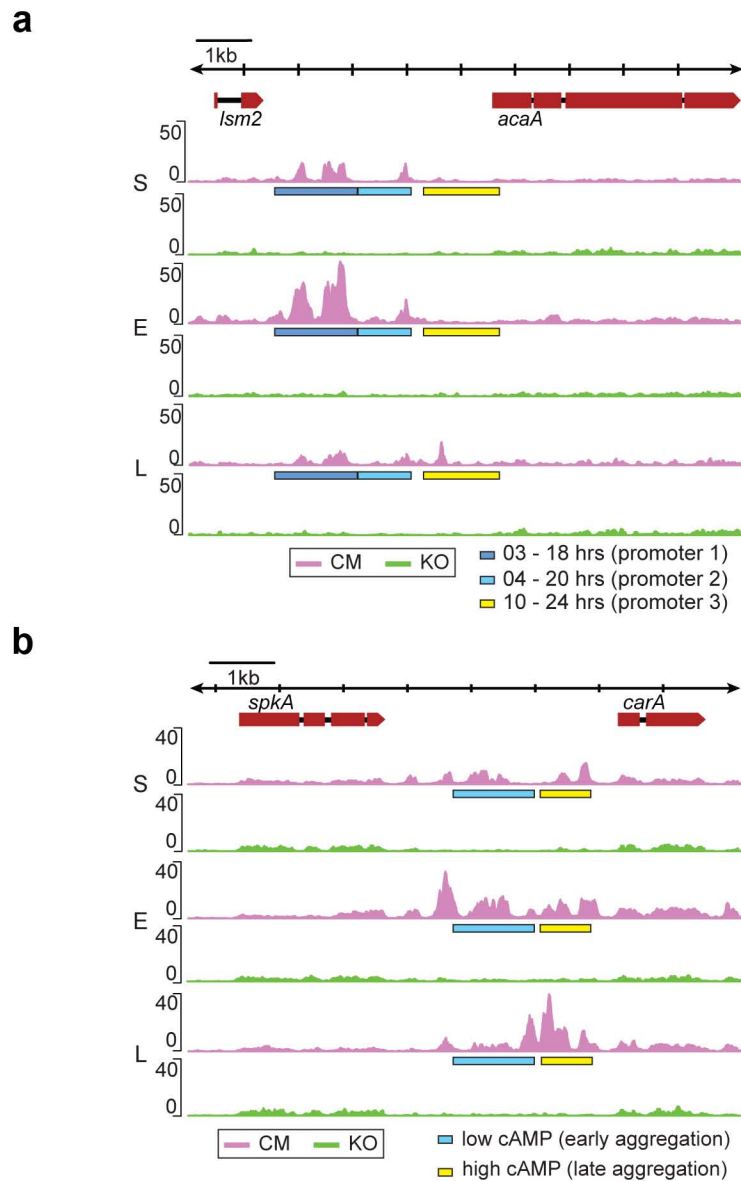

**Supplementary Figure 2: Temporal patterns of GtaC-DNA binding in the promoters of *acaA* and *carA*.**

Representative examples of ChIP-seq patterns (scaled coverage on the Y-axis, DNA length in kilobases on the X-axis, as indicated at the top). The colors of the tracks indicate the genotypes of the cells (purple: *gtaC*-null complemented with ectopic wild-type GtaC-GFP (CM), green: *gtaC*-null GFP (KO)). All the predicted gene models within the genomic region are shown. The exons are shown as red boxes and the introns are shown as black lines. Binding data are shown during starvation sensing (S), early aggregation (E) and late aggregation around the (a) *acaA* locus on chromosome 3 and (b) *carA* locus on chromosome 2. The promoter usage and timing of their activity (a) *acaA* and (b) *carA* are indicated as colored boxes below each track and the legends are indicated below the charts.

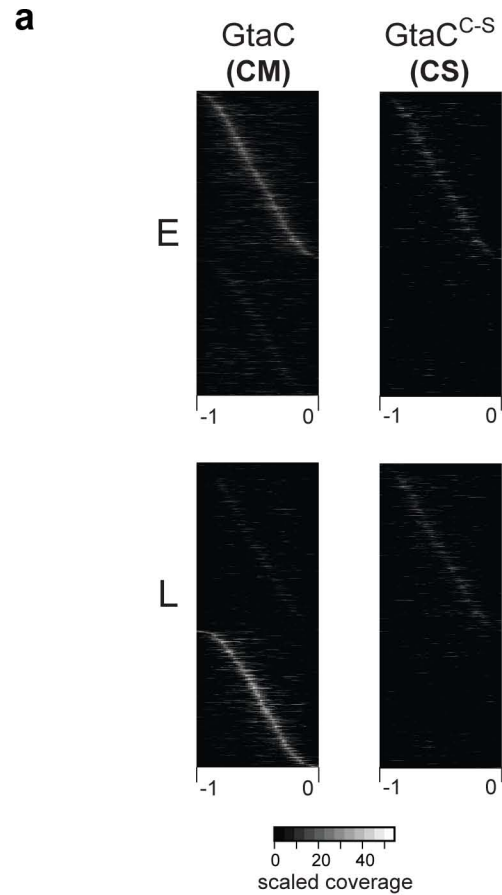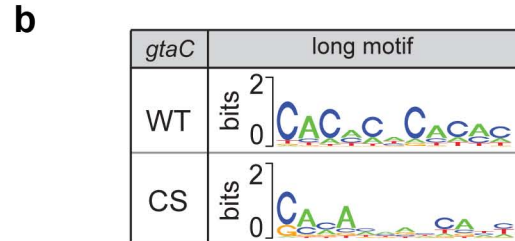

**Supplementary Figure 3: Positional concordance and sequence preferences of GtaC- and GtaC<sup>C-S</sup>-DNA interactions. (a)** Heatmaps show coverage (scale indicated) of GtaC (CM, left) or GtaC<sup>C-S</sup> (CS, right) at early aggregation (E, top panel) and late aggregation (L, bottom panel) in promoter regions of genes that are bound by GtaC at E or L. Unique promoter regions longer than 1 kb are depicted (n=1,006) and promoter lengths are rescaled to unity with 0 indicating the start of the ORF and -1, the end of the promoter region (based on dictyBase gene models (<http://dictybase.org/>)). Strains: CM – *gtaC*-null complemented with ectopic wild-type GtaC-GFP, CS – *gtaC*-null expressing ectopic cysteine-substituted GtaC<sup>C-S</sup>-GFP. **(b)** We identified enriched motifs using MEME-ChIP on the 600 most enriched peaks of the wild-type (WT) and the cysteine-substituted (CS) *gtaC* alleles. Information content (bits) is shown on the Y-axis. Motifs identified through MEME (long motif) are shown.

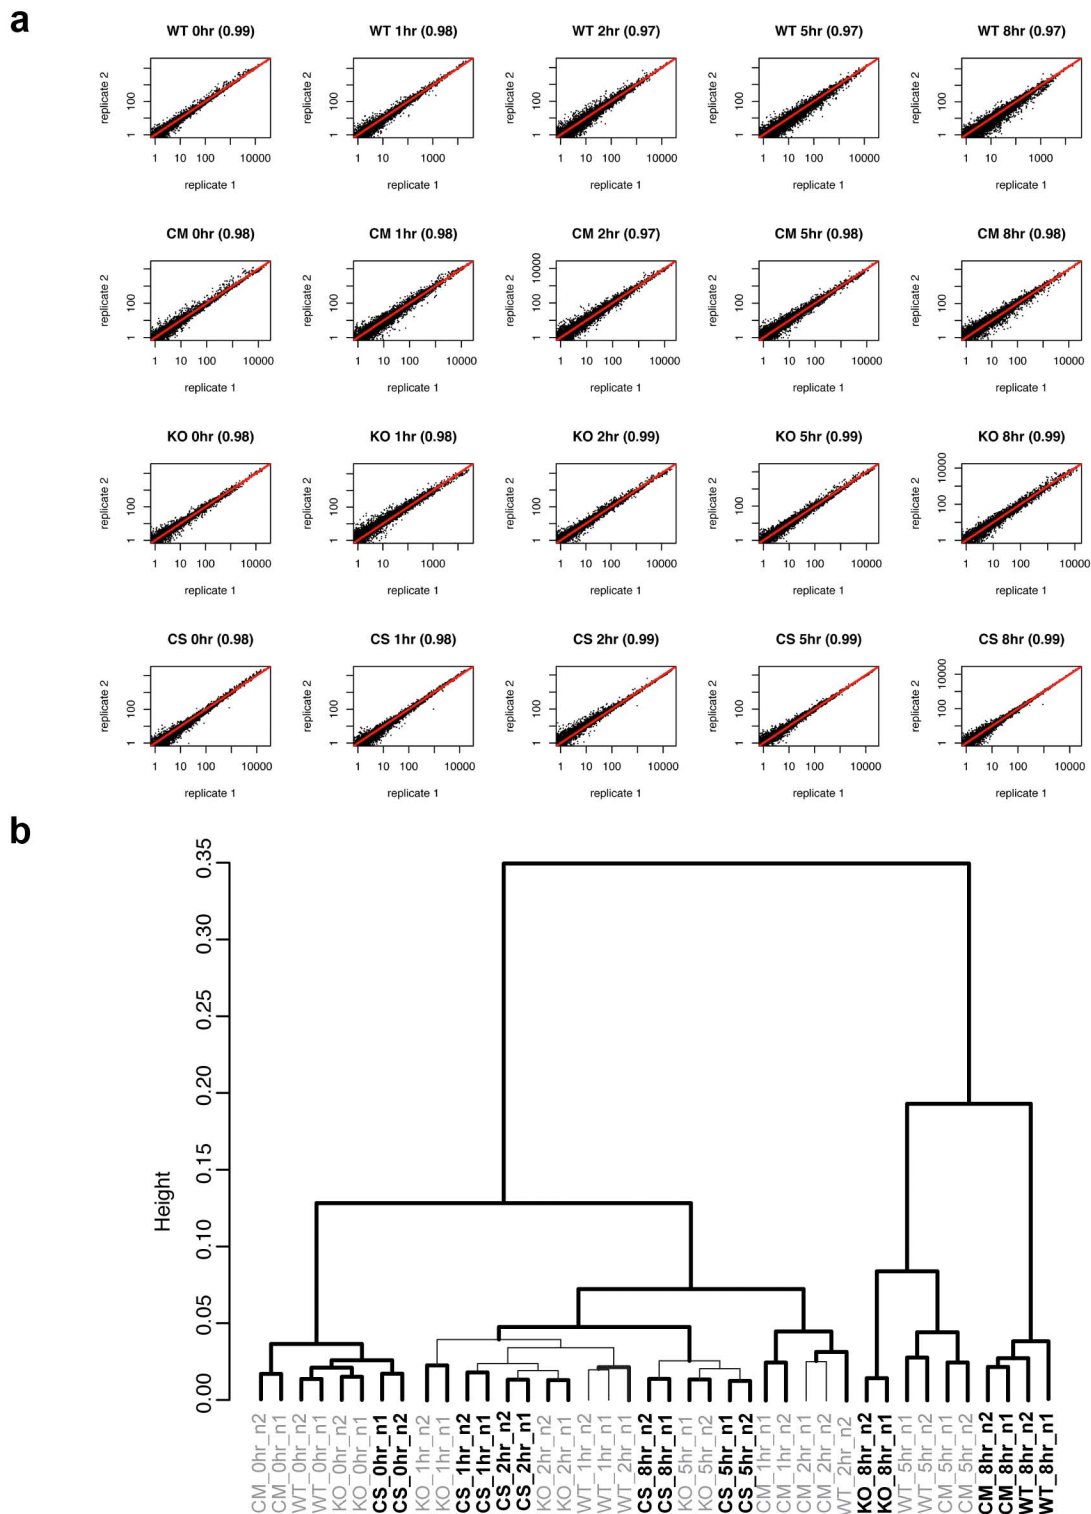

**Supplementary Figure 4: Replicate similarity and clustering of developmental transcriptomes.** **(a)** The scatter plots show comparisons between standardized mRNA abundances in two biological replicates (X-axis: replicate 1, Y-axis: replicate 2; log scale) of all the genes. Each dot (in black) represents a gene and the red line represents the  $y=x$  line. The strain, time-point (in hours) and Spearman's correlation values are indicated for each comparison. Strains: WT – wild-type, CM – *gtaC*-null complemented with ectopic wild-type *GtaC*-GFP, KO – *gtaC*-null, CS – *gtaC*-null expressing ectopic cysteine-substituted *GtaC<sup>C-S</sup>*-GFP. **(b)** Hierarchical clustering with multiscale bootstrap resampling (R package pvclust) of normalized mRNA abundances from WT, CM, KO and CS cells at 0, 1, 2, 5, 8 hours of development. Branches with bootstrap-probability less than 0.9 are shown in thinner lines. Distance between two transcriptomes were calculated as  $D = 1 - SC$  (SC: Spearman's correlation). Transcriptomes obtained for this study are in bold.

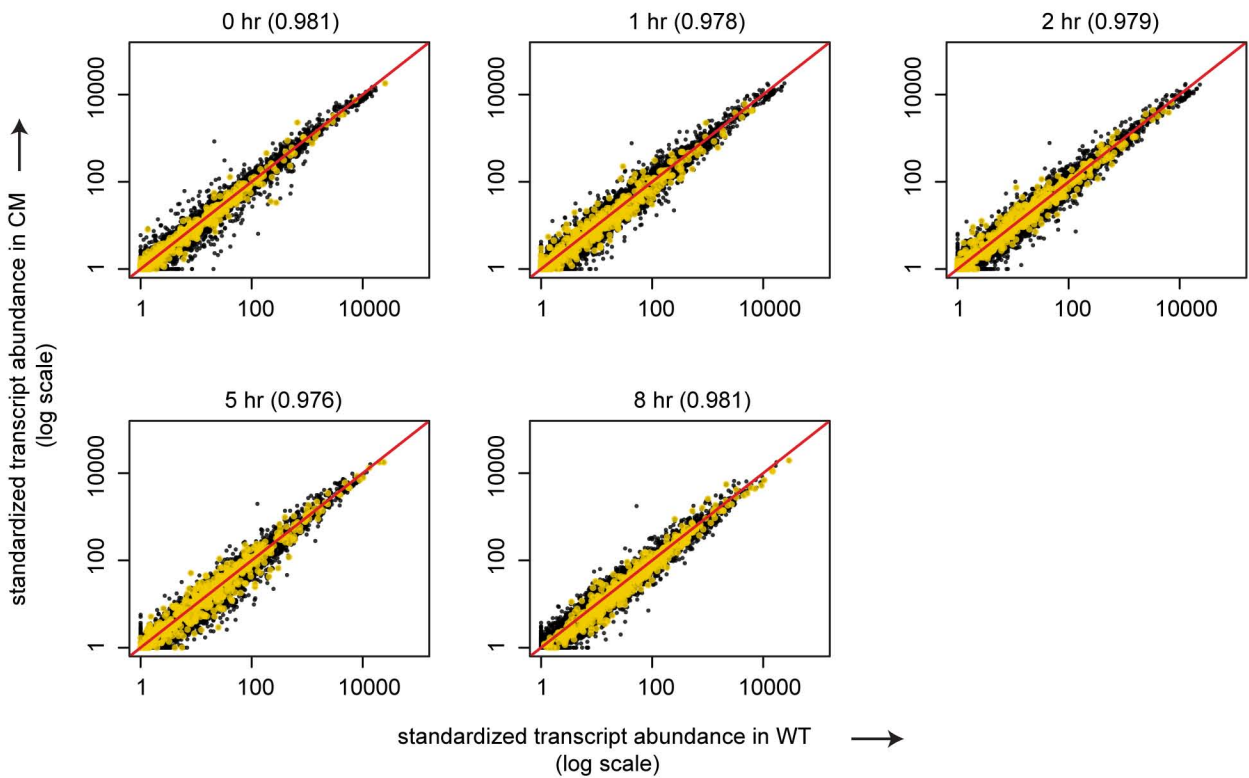

**Supplementary Figure 5: Comparison of transcript abundances between WT and CM strains.** Scatterplots show comparisons between averaged (of two biological replicates) standardized mRNA abundances between WT (X-axis; log scale) and CM strains (Y-axis; log scale) of all genes (black dots) in the transcriptome. Genes identified to be putative GtaC targets are shown in yellow and the red line represents the  $y=x$  line. The time point (in hours) and Spearman's correlation values (including the entire transcriptome) are indicated for each comparison. Strains: WT – wild-type, CM – *gtaC*-null complemented with ectopic wild-type GtaC-GFP.

**Supplementary Table 1: *D. discoideum* strains used**

| Strain Name | Strain Description                                                | Strain Summary            | Phenotype             | Parental strain                 | Antibiotic resistance |
|-------------|-------------------------------------------------------------------|---------------------------|-----------------------|---------------------------------|-----------------------|
| WT          | AX2                                                               | wild-type                 | wild-type             | AX2                             | NONE                  |
| KO          | <i>gtaC</i> <sup>-</sup> or <i>gtaC</i> <sup>-</sup> /[act15]:GFP | <i>gtaC</i> null          | aggregation-defective | AX2 or <i>gtaC</i> <sup>-</sup> | BlasticidinS or G418  |
| CM          | <i>gtaC</i> <sup>-</sup> /[act15]:GtaC:GFP                        | complemented mutant       | wild-type             | <i>gtaC</i> <sup>-</sup>        | G418                  |
| CS          | <i>gtaC</i> <sup>-</sup> /[act15]:GtaC <sup>C-5</sup> :GFP        | cysteine substituted GtaC | aggregation-defective | <i>gtaC</i> <sup>-</sup>        | G418                  |

**Supplementary Table 2:** The number of genes bound by GtaC and GtaC<sup>C-S</sup>

| <i>gtaC</i> | Time point                      | Total number of genes | Number of genes bound only at one time point | Overlap with GtaC binding (S) | Overlap with GtaC binding (E) | Overlap with GtaC binding (L) | Overlap with GtaC <sup>C-S</sup> binding (E) | Overlap with GtaC <sup>C-S</sup> binding (L) |
|-------------|---------------------------------|-----------------------|----------------------------------------------|-------------------------------|-------------------------------|-------------------------------|----------------------------------------------|----------------------------------------------|
| WT          | GtaC binding (S)                | 735                   | 123                                          | —                             |                               |                               |                                              |                                              |
| WT          | GtaC binding (E)                | 1494                  | 709                                          | 600                           | —                             |                               |                                              |                                              |
| WT          | GtaC binding (L)                | 922                   | 462                                          | 275                           | 448                           | —                             |                                              |                                              |
| CS          | GtaC <sup>C-S</sup> binding (E) | 348                   | 63                                           | 285                           | 288 (*83%)                    | 142                           | —                                            |                                              |
| CS          | GtaC <sup>C-S</sup> binding (L) | 615                   | 330                                          | 374                           | 473                           | 219 (*36%)                    | 285                                          | —                                            |

\* The percentage of overlapping genes with GtaC binding genes in the population of GtaC<sup>C-S</sup> binding genes.

**Supplementary Table 3:** Comparisons between binding scores and differential expression categories

| <u><i>gtaC</i></u>  | <u>Differential expression comparison</u> | <u>Time point</u>      | <u>Comparison</u>          | <u>Kolmogorov-Smirnov test</u>                                     |
|---------------------|-------------------------------------------|------------------------|----------------------------|--------------------------------------------------------------------|
| GtaC                | CM vs. KO                                 | starvation sensing (S) | UP vs. NDE<br>DOWN vs. NDE | D = 0.1322, p-value = 9.388e-08<br>D = 0.006, p-value = 1          |
| GtaC                | CM vs. KO                                 | early aggregation (E)  | UP vs. NDE<br>DOWN vs. NDE | D = 0.0999, p-value = 1.797e-13<br>D = 0.0445, p-value = 0.0003211 |
| GtaC                | CM vs. KO                                 | late aggregation (L)   | UP vs. NDE<br>DOWN vs. NDE | D = 0.1419, p-value < 2.2e-16<br>D = 0.0055, p-value = 1           |
| GtaC <sup>C-S</sup> | CS vs. KO                                 | early aggregation (E)  | UP vs. NDE<br>DOWN vs. NDE | D = 0.0373, p-value = 0.8967<br>D = 0.1241, p-value = 0.02658      |
| GtaC <sup>C-S</sup> | CS vs. KO                                 | late aggregation (L)   | UP vs. NDE<br>DOWN vs. NDE | D = 0.0286, p-value = 0.3738<br>D = 0.0306, p-value = 0.1933       |

## Supplementary Table 4: Enrichment of pre-defined gene sets in GtaC-targets

| <u>Functional category</u> | <u>Number of genes<br/>in genome</u> | <u>Number of genes<br/>in GtaC-targets</u> | <b>Fisher's exact test</b> |                                    |
|----------------------------|--------------------------------------|--------------------------------------------|----------------------------|------------------------------------|
|                            |                                      |                                            | <u>p-value</u>             | <u>Enrichment<br/>(odds-ratio)</u> |
| cAMP-responsive            | 62                                   | <b>23</b>                                  | 8.30E-16                   | 12.96                              |
| cell-type enriched         | 1332                                 | <b>126</b>                                 | 2.20E-16                   | 2.56                               |
| developmental mutants      | 613                                  | <b>70</b>                                  | 4.00E-13                   | 2.97                               |
| transcription factors      | 263                                  | <b>27</b>                                  | 5.70E-05                   | 2.49                               |

total number of genes = 12435

**putative GtaC-targets = 561**

cAMP responsive genes (breakdown)

| <u>dictyBase Gene ID</u> | <u>Gene name</u>    |
|--------------------------|---------------------|
| <i>DDB_G0281545</i>      | <i>acaA</i>         |
| <i>DDB_G0273397</i>      | <i>carA-1</i>       |
| <i>DDB_G0276759</i>      | <i>cbpA</i>         |
| <i>DDB_G0283613</i>      | <i>cbpC</i>         |
| <i>DDB_G0283153</i>      | <i>cbpD1</i>        |
| <i>DDB_G0283083</i>      | <i>cbpD2</i>        |
| <i>DDB_G0283609</i>      | <i>cbpG</i>         |
| <i>DDB_G0288245</i>      | <i>cigA</i>         |
| <i>DDB_G0283149</i>      | <i>cotD</i>         |
| <i>DDB_G0289073</i>      | <i>csaA</i>         |
| <i>DDB_G0269124</i>      | <i>dcsA</i>         |
| <i>DDB_G0270190</i>      | <i>DDB_G0270190</i> |
| <i>DDB_G0273079</i>      | <i>DDB_G0273079</i> |
| <i>DDB_G0280557</i>      | <i>DDB_G0280557</i> |
| <i>DDB_G0286025</i>      | <i>DDB_G0286025</i> |
| <i>DDB_G0291253</i>      | <i>dia2</i>         |
| <i>DDB_G0276267</i>      | <i>gpaB</i>         |
| <i>DDB_G0291998</i>      | <i>naglu</i>        |
| <i>DDB_G0280053</i>      | <i>osbA</i>         |
| <i>DDB_G0285995</i>      | <i>pdsA</i>         |
| <i>DDB_G0288919</i>      | <i>psil</i>         |
| <i>DDB_G0284759</i>      | <i>psiM</i>         |
| <i>DDB_G0284331</i>      | <i>reqA</i>         |

How the deposited data were processed for this re-analysis (not part of the article)

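ChIP-seq of GtaC-GFP was analysed in 7 samples (5 of CM, 2 of CS) and RNA-seq in 16 samples, with 2 biological replicates each of WT, KO and CM at 8 h and of CS at 0, 1, 2, 5 and 8 h. Strain, time and replicate were taken from the sample labels and set beside the strains and stages of the paper. Where the title of a sample gave a later time than its other labels, the other labels were used. The source name of CS replicate 2 at 8 h says replicate 1, while its title and replicate field say 2, which was used. The ChIP-seq samples of the GFP-expressing KO control entered only through the enrichment values.

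For RNA-seq, the authors mapped the reads to the Dictyostelium reference genome and deposited raw read counts per gene for each replicate. The authors also deposited the same data as RPKM, normalized by gene length and by the reads counted in each sample. RPKM recomputed from the counts differed from the deposited values by at most 2.9e-07 of the value. The tool and annotation version used for counting were not named with the values. For ChIP-seq, the authors mapped reads with bowtie, kept reads with a single hit and deposited the log2 enrichment of each 200-bp window over the control. The deposited log2 values were 0 where the authors called no peak, and all others exceeded 4-fold. Peaks had been called per sample, with filters on false discovery rate, read support and strand balance and a second caller, MACS. The genome build of the windows was not stated, and coordinates are given as in the files, counted from 1.

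The counts summed to between 3894500 and 9414590 per sample, with a median of 5964874. A gene with 3 counts would stand at 0.319 CPM (counts scaled to the same total in every sample) in the deepest sample and 0.770 in the shallowest. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules. Duplicate libraries were looked for with a chi-square statistic over genes, and every replicate pair differed by more than sampling noise. The depth of the ChIP-seq samples is unknown.

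Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (with limma 3.58.1), using TMM normalization, filterByExpr, the quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. The paper used baySeq in pairwise comparisons; its pairwise design was kept, and its likelihood threshold has no counterpart in edgeR. Changes over time in CS were tested with all 5 time points in one model. Genes differing in the same direction between each of WT and CM and each of KO and CS were counted, and the 4 normal samples were compared with the 4 aberrant ones in one fit. DESeq2 1.42.0 was the alternative test. Other alternatives were no filter on low counts, at least 10 counts in every sample of a comparison, a 2-fold minimum, all 16 samples in one fit, the replicate number as a block, and each replicate left out in turn. The tests were first tested on simulated data drawn from the real means and library sizes, with 200 genes changed. At 2 replicates against 2, edgeR recovered 72.5% of them with 4.61% of calls false, and DESeq2 recovered 70.5% with 8.44% false. The comparison of 4 samples with 4 recovered 91.0% with 8.08% of calls false, and the test over 5 time points 96.5% with 8.96% false. In the simulated 4 against 4, the strains within a group did not differ, unlike in the data. At 2 against 2 with the replicate block, 8.02% of calls were false. All of these shares except that of edgeR at 2 against 2 without the block are above the nominal 5%.

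Spearman correlations (SC) were computed across genes on RPKM averaged over replicates, and classical multidimensional scaling was run on 1 minus SC in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1. Alternatives were CPM and genes that passed filterByExpr. The position of KO was its distance from CS toward the mean of WT and CM in log2 CPM with a prior count of 2, over genes that differed between CM and CS. Bound windows were those above 4-fold in any sample of a stage, matched between GtaC and GtaC C-S and between positions of GFP by an overlap of at least 1 bp, and between the stages of one protein by the same window. Binding with both positions of GFP was required in the same window. Alternatives were 8-fold enrichment, binding with both positions of GFP, N-terminal GFP samples only, a larger minimum overlap, and, added later, GtaC C-S and GtaC matched by the same window, stages matched by overlap, and merged regions. Shares carry 95% Wilson confidence intervals. Figures were drawn with Matplotlib 3.10.9.

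The genes named in the text were fixed by a rule: every gene the paper names in its results or discussion, and for CM and CS against KO at 8 h the 3 genes with the largest log2 fold change in each direction. The latter had to have an adjusted p under 0.05, a mean of at least 10 CPM and both replicates of one strain above both of the other. The cAMP-responsive genes of Supplementary Table 4 were added as a list. Gene names came from the supplementary tables of the paper.

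Gene positions and genome sequence were not used here. The binding of single loci, the assignment of windows to genes, the comparison of binding scores over all genes and the search for DNA motifs were therefore not analysed here. In their place, the lists of bound genes and targets in Supplementary Data 2 were joined to the RNA-seq results. WT, CM and KO at 0 to 5 h, which the paper took from an earlier study, were used only from the part of Supplementary Data 1 that was read, in tests of the closing section.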

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

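The tests of reads carried over from CM, of mislabelled KO samples, of transcription from the disrupted locus and of normalization were chosen only after the result was seen. The other tests were chosen before their results were seen.

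Reads on gtaC were present in the KO samples, a signal the text of the paper does not discuss, far above the smallest value the depth can show. The mean RPKM of gtaC in KO at 8 h was 48.7, from 466 and 788 counts, and in WT it was 51.5. The supplementary transcriptome table of the paper was read only in part, and gtaC was not among the genes read. Reads carried over from the CM libraries would leave every abundant CM gene in KO at a similar share of its CM level. The gtaC level in KO was 2.76% of that in CM, and of 1457 genes at 100 RPKM or more in CM, 82 lay below 0.5 times that share in KO, so carry-over from CM cannot account for all of these reads. For carry-over from CS, where gtaC in KO was 1.86% of the CS level, the same count was 0 of 1431 genes, and the lowest of these genes stood at 20.8% of its CS level. That test could not separate the explanations, since none of these genes was low enough in KO to show whether reads were carried over. A single mislabelled KO sample would correlate better with another strain than with the other KO sample. The KO replicates correlated better with each other than with any sample of another strain, by at least 0.0257. An exchange of both KO samples with both samples of another strain would not be seen in this test. Such an exchange would leave samples without gtaC reads under another label. At 8 h the RPKM of gtaC was at least 44.3 in every sample of the other strains, which argues against an exchange. Transcription of the disrupted gtaC locus is a candidate explanation that remains, since the KO level was 94.5% of the WT level. The position of the reads in the gene was not analysed here. The pattern therefore cannot be told apart from carry-over from CS or other origins. No biological explanation beyond transcription of the locus was tested.

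Changes relative to KO in opposite directions in CM and in CS were found for 1954 genes at 8 h, where each strain differed from KO at an adjusted p under 0.05 (edgeR) and CM and CS differed from each other. The last of these differences adds little, since the selection by opposite changes from the same KO samples largely fixes it. Normalization was tested with DESeq2 and its size factors, which gave 1399 genes changed in opposite directions. Whether these are all among the 1954 was not examined. The test changed together with the size factors, and both methods assume that most genes are unchanged. A wrong size factor would move all genes of a comparison the same way, however. Both directions were found, with 836 genes higher in CM and lower in CS and 1118 the reverse. These counts argue against normalization as the source of both sets, but not as the source of part of the genes. Binding of GtaC C-S at the genes was tested among the 561 targets. Of 173 tested targets with a GtaC C-S binding score at L, 34.7% changed in opposite ways, against 48.3% of 263 without one (two-sided permutation p = 0.0056). The difference goes against the direction that binding would predict. The place of the strains in time was tested on 784 genes from the part of Supplementary Data 1 that was read. They were chosen for a value of at least 5 in some sample, whether or not they changed in opposite directions. The log2 ratio of CS to KO at 8 h correlated with the log2 ratio of KO at 5 h to KO at 8 h (mean Spearman correlation 0.716 across genes, 0.692 and 0.741 with the KO replicates split between the ratios). With CM in place of CS the mean was −0.341 (−0.367 and −0.315). It also correlated with the log2 ratio of WT at 2 h to WT at 5 h, which shares no sample with it (Spearman correlation 0.686, and 0.640 with CM in place of WT). For the change from 5 to 8 h of WT the correlation was −0.0016. As a hypothesis, KO cells at 8 h may carry part of the expression change that normal cells undergo between 2 and 5 h. CS cells would lack that part, which would place KO between CS and the normal strains. Whether this accounts for the genes changed in opposite directions was not tested on those genes alone. The hypothesis was found and tested on the same data, and normalization was not excluded for part of the genes. Strain and library preparation could not be separated, since the labels give no batches.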

How the results depend on the processing

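The alternatives below were set before the data were examined, apart from crossed replicate numbers, merged regions, matching GtaC C-S and GtaC by the same window, matching stages by overlap, and every alternative for the listed bound genes, for the targets bound only at L, for the targets differing between CM and WT and for the genes changed in opposite directions, which were chosen after seeing the data. Of 160 alternatives for 36 results other than single genes, 121 kept the result. Counts and shares cannot change sign, so a reversal could not show in most of these. The cause was not tested for any change below.

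For the tests on counts, requiring at least a 2-fold difference lowered the genes differing between CS and KO from 3819 to 1610, and the genes changing over time in CS from 5830 to 3578. The genes differing between CM and WT rose from 1 (1185 at an unadjusted p under 0.05) to 387 with DESeq2, 219 without the filter on low counts and 848 with all 16 samples in one fit. The targets differing between CM and WT rose from 0 to 24, 14 and 50 in the same order, and stayed at 0 with the replicate block. With 1 replicate left out at a time, the genes at least 2-fold apart between CM and WT numbered 808 to 1424, against 729 with all replicates. The counts for CM and KO (4371 to 6520), for the intersection of the 4 comparisons (2917 to 4640) and for WT and CM together against KO and CS together stayed within 1.5 times their values.

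With the replicate number as a block, a pairing taken from the labels, every count stayed within 1.5 times the count without it. The labels of CS replicate 2 at 8 h conflict on its replicate number, so the pairing is uncertain in blocks with CS at 8 h. It was 5807 for CM and KO, 3800 for CS and KO, 4534 for WT and KO, 6100 for WT and CS, 7255 for CM and CS, 1 for CM and WT, 5677 for CS over time, 3623 for the intersection and 5822 for the normal against the aberrant strains. The pairing check gave correlations of same-numbered samples of −0.057, −0.114, −0.068, 0.078, 0.015 and −0.239 for the 6 comparisons of strains, in that order. With crossed numbers as a block, 4413 genes differed between CS and KO and 288 between CM and WT.

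The lowest Spearman correlation between replicates rose from 0.971 to 0.9802 with CPM in place of RPKM, and that of WT and CM at 8 h from 0.981 to 0.987. The latter was 0.972 to 0.979 with 1 replicate left out at a time. The correlation of CS and KO at 8 h fell from 0.955 to 0.937 over genes that passed filterByExpr, and was 0.946 to 0.960 with 1 replicate left out at a time.

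For ChIP-seq, an enrichment above 8-fold gave 78.15% of GtaC windows at a single stage (74.8% above 4-fold), 57.1% at E (64.6%), 78.8% of GtaC C-S windows shared with GtaC at any stage (82.7%) and 69.0% at E (76.6%). Binding with both positions of GFP gave 339 windows at S (730) and 879 at E (1852), and for the same 4 shares 81.5%, 45.1%, 65.5% and 55.8%. The N-terminal GFP samples alone gave 1152 windows at E and shares of 78.05%, 51.8%, 71.0% and 65.1%. Matching by the same window gave 69.0% at any stage, 64.0% at E and 16.8% at L (25.2%). Merging overlapping or touching windows gave 1909 regions in place of 2868 windows and 69.0% at a single stage. Matching stages by an overlap of at least 1 bp gave 63.0% at a single stage and 68.3% at E. A minimum overlap of 0.5 of the shorter window changed nothing, because overlapping windows share at least 100 bp, so it shows no stability.

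For single genes, the named genes in CM and CS against KO were refitted, with gtaC also in WT against KO and CM against WT and DDB_G0284521 in WT against KO. Of 72 such refits with DESeq2 or with the block, 70 kept their side of the threshold. DDB_G0289831 in CM lost significance with DESeq2 (log2 fold change −0.61) and with the block (−0.64). With 1 replicate left out, 5 of 144 log2 fold changes changed sign, 1 for dcsA, 2 for cupF and 1 for psiH between CS and KO and 1 for gtaC between WT and KO, none of them past the threshold with all replicates. Of 178 refits in the other comparisons of these genes, 7 crossed the threshold, among them carA-1 and gbfA between WT and KO, which lost significance with the block, and gtaC and csaA between CM and CS, which gained it with the block. In these comparisons 3 refits changed sign.

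Not run were the counts of genes bound and differing at L, the comparison of binding scores between UP, DOWN and NDE genes, the genes bound only at L and higher in CM, and the motif shares, because gene positions and sequence were not used here. On simulated counts, 50.0% of the genes changed 2-fold were recovered with 2 replicates against 2, and 80.9% with 4 samples against 4, so a gene not called is not shown to be unchanged. The stages L and, in CS, E rest on 1 ChIP-seq library each.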

Differences from the paper's values

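The intergenic peaks of GtaC number about 5100 in the paper, read by eye from the pie chart of Supplementary Fig. 1b, and 2868 windows were bound here. An enrichment above 8-fold gave 2435, binding with both positions of GFP 1949 and the N-terminal GFP samples alone 2223. None of the alternatives set before the data were examined closed the gap. All of them counted a window once, although it could be bound in more than 1 of the 5 CM libraries. These libraries had 506, 563, 1152, 1579 and 1161 windows. A count per library was not among the alternatives, so a different counting unit is not excluded.

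The paper's number of genes that differed between normal and aberrant strains and were developmentally regulated in WT and CM is 1188. Here 3716 genes differed in all 4 comparisons at 8 h, without a requirement for regulation over time. DESeq2 gave 3283, no filter on low counts 3859, all 16 samples in one fit 4640, the replicate block 3623 and a 2-fold minimum 2917. None of the alternatives set before the data were examined closed the gap.

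The paper's share of genes without significant developmental change in KO and CS is about 70%. In CS it was 37.3% of the 9303 genes tested here, and 53.1% of all 12435 genes listed had no change called. The paper's tests also carried a likelihood threshold, which has no counterpart here. Of the alternatives set before the data were examined, a 2-fold minimum (61.5%), no filter on low counts (49.3%) and DESeq2's likelihood-ratio test (46.8%) came within 1.5 times of the paper's value. The replicate block (39.0%) and the union of the 10 pairwise comparisons of time points (25.0%) did not. The share for the union is approximate, because each pairwise comparison had its own filter on low counts.

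The paper describes little difference between the global transcriptomes of CS and KO. Here 3819 of 9217 genes tested differed between them at 8 h, with a Spearman correlation of 0.955. The paper also describes nearly all genes bound by GtaC C-S and differing between CS and KO as differing between CM and CS. Here 13 of 122 such targets did not differ between CM and CS at 8 h.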

Other observations

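The tests of a mixture of cells, of differences between libraries of one stage, of flanks of enriched windows and of other splits of the samples were chosen only after the result was seen, and the others before their results were seen.

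The KO transcriptome at 8 h lay between that of CS and those of WT and CM. On a line from CS (0) to the mean of WT and CM (1), over the 7110 genes that differed between CM and CS, KO stood at 0.255, with 0.284 and 0.225 for its replicates. The position was 0.258 over the 3608 genes higher in the normal strains and 0.248 over the 3502 lower ones. It was 0.253 over all genes that passed filterByExpr, 0.252 over genes that differed between WT and CS and 0.263 with a prior count of 0.5. A difference in library size was tested by thinning all 8 libraries to the smallest total of 3894500 counts, which gave 0.2495 against 0.252 without thinning, a move smaller than the SD between the KO replicates (0.0413). A mixture with normally developing cells would give KO about one share of the normal level at all genes silent in CS. Over 360 genes at least 16-fold higher in WT and CM than in CS, that share had a median of 3.31%, with a 10th percentile of 0.198% and a 90th percentile of 28.6%. The ratio of these percentiles was 144, against 3.17 in a simulated mixture. A delay along normal development would bring KO at 8 h closer to an earlier time of WT or CM than to CS at 8 h. Over the 1096 genes read from Supplementary Data 1, the highest such correlation was 0.956, below that with CS at 8 h by a difference of −0.0056, which exceeds the SD of 0.004 over single replicates. This test cannot rule out a delay, because it would miss one if CS at 8 h were itself at an earlier point of the same path. KO at 8 h had a correlation of 0.950 with WT at 2 h and 0.945 with WT at 5 h. With CM it was 0.956 at 2 h and 0.930 at 5 h. Neither library size nor a mixture accounted for the position, and a delay was not excluded. As a hypothesis, the loss of GtaC may leave cells with part of the normal programme that cells expressing GtaC C-S lack. Differences between library batches could not be tested, since the labels give none.

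Most windows bound by GtaC at L were not bound at S or E. If these were weak peaks near the threshold, the strongest L windows would mostly be shared with earlier stages. Of the 291 L windows in the top 25% of enrichment, 31.96% overlapped an S or E window, against 43.3% of the bottom 25%. Noise between libraries was examined with the N-terminal and C-terminal GFP samples of one stage. At 3 h, 87.1% of the N-terminal windows were shared, and at 1 h 75.7%. These are shares of the smaller set, which allows higher values. Of the L windows, 28.0% were shared with the N-terminal sample at 3 h. With a single library at L, the pattern cannot be told apart from a property of that library.

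Of the 5338 windows listed, 2181 had no enrichment in any of the 7 samples, and the paper does not describe them. If they were flanks of enriched windows, most would adjoin or overlap one, but 525 of them (24.07%) did. Other origins were not tested, and no biological explanation was tested.

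The 6121 genes that differed between the 4 samples of WT and CM and the 4 of KO and CS were set against other splits of the same 8 samples. The real split parts 8 same-numbered pairs, as do 18 of the 35 splits, while 16 part 6 pairs and 1 parts 0. Of the 18 comparable splits, 1 gave as many genes, the real one, and the largest count of any other split was 1. With 18 splits the share cannot fall under 0.05, so the share alone cannot settle whether the grouping arose by chance. Across all 35 splits, no other split gave more than 1 gene, against 6121 for the real one. Every other split mixes normal and aberrant samples in both groups, so the differences between strains enter its spread. Low counts were therefore to be expected in advance, and these counts do not settle the question either.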
